# Systematic allelic analysis defines the interplay of key pathways in X chromosome inactivation

**DOI:** 10.1038/s41467-019-11171-3

**Published:** 2019-07-16

**Authors:** Tatyana B. Nesterova, Guifeng Wei, Heather Coker, Greta Pintacuda, Joseph S. Bowness, Tianyi Zhang, Mafalda Almeida, Bianca Bloechl, Benoit Moindrot, Emma J. Carter, Ines Alvarez Rodrigo, Qi Pan, Ying Bi, Chun-Xiao Song, Neil Brockdorff

**Keywords:** Dosage compensation, Long non-coding RNAs, Chromatin, Epigenetics

## Abstract

Xist RNA, the master regulator of X chromosome inactivation, acts in cis to induce chromosome-wide silencing. Whilst recent studies have defined candidate silencing factors, their relative contribution to repressing different genes, and their relationship with one another is poorly understood. Here we describe a systematic analysis of Xist-mediated allelic silencing in mouse embryonic stem cell-based models. Using a machine learning approach we identify distance to the *Xist* locus and prior gene expression levels as key determinants of silencing efficiency. We go on to show that Spen, recruited through the Xist A-repeat, plays a central role, being critical for silencing of all except a subset of weakly expressed genes. Polycomb, recruited through the Xist B/C-repeat, also plays a key role, favouring silencing of genes with pre-existing H3K27me3 chromatin. LBR and the Rbm15/m6A-methyltransferase complex make only minor contributions to gene silencing. Together our results provide a comprehensive model for Xist-mediated chromosome silencing.

## Abstract (web summary)

Xist RNA is the master regulator of X chromosome inactivation. Here the authors describe a systematic analysis of Xist-mediated allelic silencing in mouse ESC models and define the contribution of different pathways that regulate gene silencing.

## Introduction

X chromosome inactivation is a developmentally regulated process that evolved in mammals to equalise the levels of X-linked gene expression in XX females relative to XY males^1^. X inactivation is established by the X inactive specific transcript (Xist), a 17 kb non-coding RNA, which accumulates *in cis* across the entire inactive chromosome elect^2–5^. Xist RNA recruits several factors that collectively modify chromatin/chromosome structure to silence transcription^6^. Xist transgenes can recapitulate Xist function in the context of an autosome^5,7^, albeit with somewhat reduced efficiency^8–10^.

Xist-mediated chromosome silencing occurs in a stepwise manner with specific chromatin/chromosome modifications occurring concurrent with the onset of Xist RNA expression, and others at later timepoints^11^. Several silencing factors have been identified, including in recent studies, RNA-binding proteins (RBPs) that interact directly with specific elements within Xist RNA. The RBP Spen has been identified as an important factor for establishment of Xist-mediated silencing^12–15^, functioning by recruiting the NCoR-HDAC3 complex to induce chromosome-wide histone deacetylation^15,16^. Spen binds to the Xist A-repeat, a short tandem repeat region at the 5′ end of the transcript^12,17^, that is a key element required for Xist-mediated silencing^18^. Two other factors whose recruitment is linked to the A-repeat are Wtap, a regulatory subunit of the N6-Methyladenosine (m6A) methyltransferase complex^13,14^, and Rbm15, an RBP related to Spen^13,19^. Wtap and Rbm15 have moreover been linked with one another, with the latter directly recruiting the m6A-methyltransferase complex via binding to Xist A-repeat^19^. Accordingly, several studies have identified sites of m6A deposition in Xist RNA^19–22^. Both Rbm15 and the m6A-methyltransferase (m6A-MTase) complex have been implicated in Xist-mediated silencing^13,14,19^.

A third recently identified silencing factor is the Lamin B receptor (LBR), mutation of which has been reported to strongly abrogate Xist-mediated silencing^15,23^. LBR binds to several sites across Xist RNA, as determined by CLIP-seq, with the most prominent site, referred to as LBS, being located around 0.2 kb downstream of the A-repeat. Deletion of LBS results in abrogated silencing, which is complemented by tethering LBR to the mutant RNA^23^. However, *Lbr* mutations in mouse do not show a female-specific phenotype^24,25^, suggesting that the role of the protein in X inactivation requires further investigation.

In addition to the aforementioned factors, Xist RNA recruits the Polycomb repressive complexes PRC1 and PRC2 that catalyse the histone modifications H2AK119ub and H3K27me3, respectively^26–28^. Polycomb recruitment is initiated by the RBP hnRNPK which binds to a different Xist RNA region, the B/C-repeat (herein PID region)^10^. hnRNPK interacts with the Pcgf3/5-PRC1 complex which initiates a Polycomb cascade resulting in recruitment of other PRC1 complexes and PRC2^29^. Polycomb is important for chromosome-wide silencing by Xist RNA^29^, although the relative contribution of PRC1 and PRC2 has not been determined.

Although key silencing factors and their binding sites have been identified, their relationship with one another and the relative contribution they make to repressing individual genes or gene subsets is not well understood. A key limitation is that each factor/pathway has been analysed in different systems, for example XY mouse embryonic stem cells (mESCs), XX mESCs, trophectoderm tissue of XX embryos or XX somatic cells, and/or at different timepoints. Additionally, several different approaches have been used to assay silencing, including nascent RNA-FISH/single molecule FISH of selected genes, chromosome-wide analysis, either with or without an interspecific background to determine allelic ratios, and indirect assays, for example escape from cell death following induction of Xist RNA expression on the single X chromosome in XY mESCs.

To define the contribution of the different pathways in X chromosome inactivation, we present here a systematic chromosome-wide analysis of Xist-mediated silencing in two complementary interspecific mouse ES cell models, carrying either a transgenic inducible Xist on an autosome (chromosome 3) or inducible endogenous Xist in XX mESCs. Our results demonstrate that establishment of Xist-mediated silencing is largely attributable to synergistic actions of Spen/A-repeat and Polycomb/B-repeat.

## Results

### The dynamics of Xist-mediated silencing in mESC models

To define the contribution of different pathways in Xist-mediated silencing we analysed two complementary models, a previously described XY interspecific M.m. domesticus (129S) × M.m. castaneus (Cast) mESC line with a multicopy tetracycline inducible Xist transgene randomly integrated on chromosome 3 (refs. ^10,30^), referred to herein as iXist-Chr3, and a novel 129S × Cast XX ES cell line (iXist-ChrX) with a single endogenous *Xist* allele driven by a tetracycline inducible promoter (Fig. 1a). Thus, an expression construct encoding the TetOn transactivator was introduced into the TIGRE locus^31^, enabling efficient and synchronous induction of Xist RNA (129S allele) in ~95% of cells (Supplementary Fig. 1a, b). Subsequent allelic sequencing analysis (see below) revealed that a recombination event between 129S and Cast X chromosomes occurred in the process of modifying the Xist promoter such that informative SNPs are present only for the 103 Mb proximal to *Xist* (Fig. 1a).

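The extent of the informative region was read from the allelic ratios that the authors deposited for iXist-ChrX cells cultured for 6 days, a table of 24 libraries of WT, XistΔA and XistΔPID cells. All 258 genes with a ratio lay on chromosome X between 6047507 and 103484957 (mm10). The last gene to start in this table was *Xist* itself, listed from 103460373 to 103483233. In the reciprocal line C7H8, an XX mESC line in which *Xist* is induced from the Cast allele, 464 genes had a ratio, and these spanned 6047507 to 169990797. Of the C7H8 genes, 286 started within the range of the iXist-ChrX table and 178 started beyond it. Genes below the authors' minimum of 10 SNP-covering reads are not listed in either table, so the ranges are those of the genes that passed it.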

**Fig. 1:**
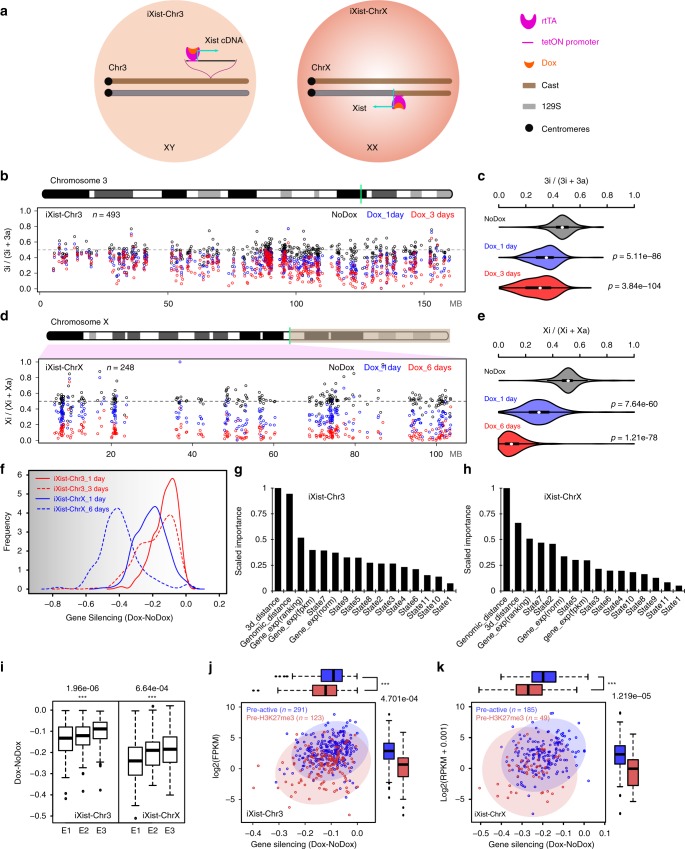
mESC models for analysis of Xist-mediated silencing. **a** Schematic summarising engineering of iXist-Chr3 and iXist-ChrX mESCs. **b** Allelic silencing across Chr3 in uninduced (NoDox), 1 day and 3 days induced (Dox) iXist-Chr3 cells. Mean value of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Supplementary Table 4. Green line on Chr3 ideogram indicates location of Xist transgene. **c** Violin plot summarising distribution of ratio values in **b**. *p* values were calculated by one-sided Wilcoxon rank-sum test. **d** Allelic silencing on ChrX in uninduced (NoDox), 1 day and 6 days induced (Dox) iXist-ChrX cells. Mean value of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Supplementary Table 4. Green line on ChrX ideogram indicates location of *Xist* locus. **e** Violin plot summarising data in **d**. *p* values were calculated by one-sided Wilcoxon rank-sum test. **f** Comparison of gene silencing in iXist-Chr3 and iXist-ChrX cell lines. **g**, **h** Importance of parameters for predicting silencing efficiency in iXist-Chr3 (**g**) and iXist-ChrX (**h**) cells using machine learning. AUC (area under the curve) is 0.70 and 0.71 for iXist-Chr3 and iXist-ChrX, respectively. **i** Allelic silencing for quantiles E1–E3 based on mESC gene expression level in iXist-Chr3 and iXist-ChrX mESCs 1 day after Xist RNA induction, where E1 is lower expressed gene group and E3 is the highest, with significance indicated using one-way ANOVA test. **j**, **k** Scatterplots and boxplots illustrating more efficient silencing of genes that have pre-existing mESC H3K27me3 (pre-H3K27me3) chromatin/low expression level in iXist-Chr3 cells (**j**) and iXist-ChrX cells (**k**). *p* values calculated using two-sided Wilcoxon rank-sum test. For all the boxplots (**i**–**k**) the lower and upper edge of the box represent the first and third quartile, respectively. The horizontal line inside the box indicates the median. Whiskers identify the farthest data points within 1.5× the interquartile range (IQR)

Xist-mediated gene silencing was assayed using ChrRNA-seq, a sensitive method that utilises abundant intronic, in addition to exonic SNPs, to enable accurate determination of allelic expression of the majority of genes^32^. Thus, we analysed iXist-Chr3 mESCs 1 day and 3 days after Xist RNA induction, the latter in differentiating conditions. 

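For the 3-day timepoint, 3 NoDox and 3 Dox ChrRNA-seq libraries of WT iXist-Chr3 cells were analysed here, all from differentiating conditions, together with the 3 NoDox and 3 Dox libraries of *Suz12* null cells that the authors listed in the same table. The 1-day libraries were not analysed here. ChrRNA-seq sequences the RNA that stays with chromatin, so unspliced transcripts contribute many of the SNPs. The authors removed rRNA reads, aligned the rest to an N-masked mm10 genome with STAR, assigned reads to the Cast or 129S allele with SNPsplit and counted them per gene on the transcribed strand with featureCounts. The deposited values are the allelic ratio Xi/(Xi + Xa) of each gene in each library, for 538 genes on chromosome 3 between 5218554 and 159935175, where Xi is the Cast allele that carries the Xist transgene. The table gives ratios and no read numbers, so the depth behind each ratio is unknown beyond the authors' minimum of 10 SNP-covering reads, and no interval can be given for a single ratio. Taken over all genes, the gene-by-gene difference between replicate libraries had a standard deviation between 0.0505 and 0.0768. The spread was not the same for every gene and was smaller for highly expressed genes. No library pair in the table held identical values. Silencing (z) was calculated here as the mean Dox ratio minus the mean NoDox ratio of each gene. For each Dox library the median over genes was also taken after subtracting the mean NoDox ratio of the same line, and libraries, not genes, were treated as the replicates. Single genes were tested with limma on the ratio, with all groups of the table in the fit and Benjamini-Hochberg adjustment. A ratio is formed within a library and was not normalised further, but an allele that is favoured by mapping or by strain moves the NoDox ratio away from 0.5, and a mixture of cells with and without Xist RNA moves the Dox ratio towards the NoDox ratio.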

Subsequent timepoints were not analysed as selection against autosomal monosomy progressively depletes the proportion of cells with detectable Xist RNA expression. The location of the Xist transgene (125.8097Mb–125.8145Mb, mm10, Cast allele) was determined using chimeric Xist-Chr3 paired-end sequence tags from ChIP-seq analysis (see below). Silencing levels were determined for genes which had at least 10 SNP informative reads (*n*~500). As shown in Fig. 1b, c, at 1 day we observed silencing of most genes chromosome-wide, albeit to a reduced degree at the distal end of the chromosome. Silencing was further reinforced at 3 days (Fig. 1b, c**)**.

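In the WT iXist-Chr3 libraries at 3 days the median allelic ratio over 538 genes was 0.472 ± 0.00227 (SD, n = 3 libraries) without Dox and 0.2999 ± 0.0192 (SD, n = 3) with Dox. Every Dox library lay below every NoDox library (exact two-sided permutation test, p = 0.10, the smallest that 3 libraries against 3 allow). The median silencing over genes was -0.158. The Dox libraries taken separately had medians between -0.174 and -0.141, a mean of -0.161 ± 0.0179 (SD, n = 3). Of the choices kept on this scale, taking the mean over genes in place of the median moved the value most, to -0.181. All 538 genes had a negative z. By limma, 460 genes (85.5%) were silenced at an adjusted p under 0.05, and no gene was raised, also at an unadjusted p under 0.05 (0 genes). The number fell to 388 when replicate 2 was left out, the lowest of the alternatives. By the paper's thresholds, 213 genes (39.6%) showed high silencing, 283 (52.6%) low silencing and 42 (7.81%) weak or no silencing. Moving the limit of weak or no silencing from -0.05 to -0.1 raised the last number to 158. Silencing weakened with distance from the Xist transgene. Across genes, which are not independent replicates, the Spearman correlation between z and distance was 0.425 ± 0.0150 (SD, n = 3 Dox libraries, range 0.410 to 0.439), and it was 0.355 over the 461 genes more than 10 Mb away. The median z was -0.273 for the 77 genes within 10 Mb of the transgene and -0.111 for the 162 genes beyond 50 Mb. The decline was not smooth, since the 124 genes 30 to 40 Mb away had medians of -0.129, -0.1196 and -0.101 in the 3 Dox libraries, weaker than in the bins on either side. The paper sets the 3-day values against those at 1 day in Fig. 1b, c and states that silencing was reinforced.

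**Figure D1:**
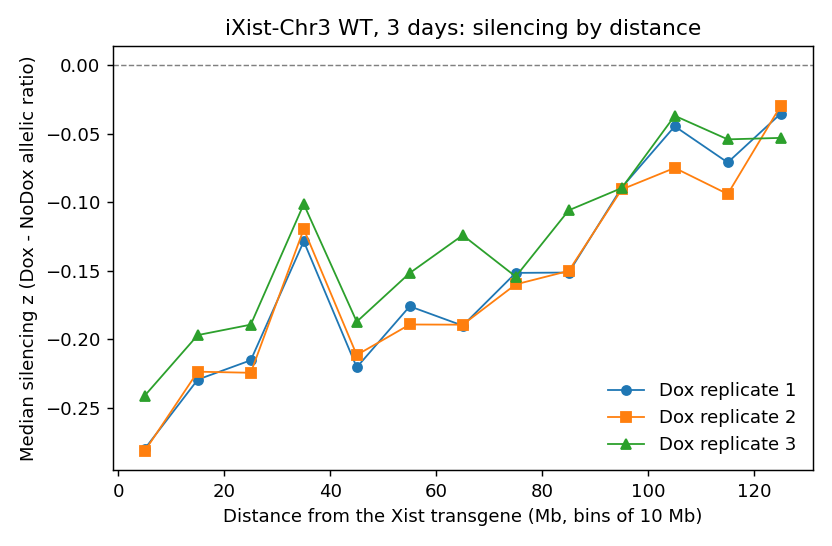
Median silencing z (Dox minus NoDox allelic ratio, vertical axis) of WT iXist-Chr3 genes at 3 days in bins of 10 Mb by distance from the Xist transgene (horizontal axis, Mb), with a line for each of the 3 Dox libraries. The bin next to the transgene lies between -0.282 and -0.241, and the bins beyond 90 Mb lie between -0.0940 and -0.0296. The value of -0.0296 is from the bin of 120 to 130 Mb, which holds only 2 genes, and the bin of 100 to 110 Mb holds 10. The bin from 30 to 40 Mb stands above its neighbours in every library.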

iXist-ChrX mESCs were analysed after 1 day of Xist RNA induction, and then at a later timepoint, 6 days, under differentiating conditions. 

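For the 6-day timepoint, the allelic ratios of 258 genes were analysed here in 3 NoDox and 3 Dox libraries each of WT, XistΔA and XistΔPID iXist-ChrX cells in differentiating conditions, and in a single NoDox and Dox pair of each line kept undifferentiated for 6 days. The 1-day libraries were not analysed here. The authors made the ratios as for iXist-Chr3 cells, with the 129S allele, from which Xist RNA is induced, as Xi. Read numbers are not given, so the depth of each gene is unknown. Between replicate libraries the gene-by-gene difference had a standard deviation from 0.0544 to 0.0878. The table also holds an RPKM value for each gene, the authors' measure of expression, without naming the library it came from. Silencing per gene, library medians and the limma test were calculated as for iXist-Chr3, with all 24 libraries in the fit. Replicate 1 of the differentiating libraries is named in the labels in the same way as the undifferentiated pairs, and replicates 2 and 3 are named in another way, so values without replicate 1 were also calculated.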

Silencing levels were again determined for genes which had at least 10 SNP informative reads (*n*~250). At 1 day we observed significant silencing of most genes using both allelic analysis for *Xist* proximal genes (Fig. 1d, e), and using non-allelic analysis for the entire ChrX (Supplementary Fig. 1c, d). Overall silencing efficiency was greater than that observed with iXist-Chr3 (Fig. 1f), consistent with previous reports that Xist RNA functions more efficiently on ChrX^8–10^. 

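In the WT iXist-ChrX libraries the median allelic ratio over 258 genes was 0.513 ± 0.00536 (SD, n = 3 libraries) in NoDox and 0.0925 ± 0.0168 (SD, n = 3) after 6 days of Dox, and the groups did not overlap (exact two-sided permutation test, p = 0.10, the smallest that 3 against 3 allow). The median silencing was -0.408, and the Dox libraries taken separately had medians from -0.420 to -0.398. Without replicate 1 it was -0.414. By limma, 252 genes (97.7%) were silenced at an adjusted p under 0.05 and 0 were raised, with 0 raised also at an unadjusted p under 0.05. High silencing was reached by 248 genes, low silencing by 6 and weak or no silencing by 4. Silencing was not complete for many genes. After 6 days the mean Dox ratio was still above 0.1 for 119 genes (46.1%), of which 82 were above 0.1 in every Dox library, and above 0.2 for 32 genes (12.4%), of which 11 were above it in every Dox library. It was below 0.05 for 60 genes (23.3%). The 4 genes with weak or no silencing, named after their values were seen, were *Frmd7*, *Xist*, C330007P06Rik and *Slc25a5*. In *Frmd7* the ratio lay between 0 and 0.025 in all 24 libraries of the table, with and without Dox, so there was almost no Xi signal to lose. In C330007P06Rik it lay between 0.996 and 1 in all 24. Data from XX somatic cells were not analysed here.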

Silencing in iXist-ChrX cells was more robust after 6 days of Xist RNA induction (Fig. 1d, e), although interestingly, for many genes silencing is incomplete relative to XX somatic cells (Supplementary Fig. 1e).

We went on to explore if specific gene/chromatin characteristics (2D/3D distance relative to *Xist*, mESC gene expression level, and chromatin features of genes centred on promoters), correlate with silencing efficiency in iXist-Chr3 and iXist-ChrX cells 1 day after Xist RNA induction. In the case of 3D distance from *Xist*, recent work has shown that Xist RNA spreading on the X chromosome is initially determined by topological proximity to the *Xist* locus^33^. We were able to demonstrate a similar correlation for iXist-Chr3 cells using, as a surrogate marker, Polycomb-mediated histone modifications, H2AK119ub and H3K27me3, determined using allelic calibrated ChIP-seq (Supplementary Fig. 1f). Using a published cohesin HiChIP dataset^34^, we found a close correlation (*r* = 0.76–0.77) between Xist-dependent gain of Polycomb-mediated histone modifications and topological proximity to the Xist transgene (Supplementary Fig. 1f, g). To classify gene promoter chromatin states, we employed ChromHMM^35^ to integrate multiple ENCODE ChIP-seq datasets defining chromatin states in mESC. Genes were further classified according to the chromatin state surrounding the TSS region (see Methods).

To rank the contribution of the aforementioned parameters to silencing efficiency after 1 day of Xist RNA induction, we applied a machine learning approach to train a classifier to discriminate high or low silencing efficiency based on combinatory features for both iXist-Chr3 and iXist-ChrX lines (see Methods), and then scored the importance of each feature (Fig. 1g, h). The most informative feature for Xist-mediated chromosome silencing is 2D/3D proximity to *Xist*. The correlation for 3D proximity in relation to silencing efficiency is shown for iXist-Chr3 (*r* = 0.41) and iXist-ChrX (*r* = 0.41) (Supplementary Fig. 1g, h). mESC gene expression levels also ranked as being of relatively high importance (Fig. 1g, h). Further analysis demonstrated that this reflects more efficient silencing of weakly expressed genes (Fig. 1i). Accordingly, promoter proximal chromatin states that correlated with silencing efficiency both in iXist-Chr3 and iXist-ChrX were state 7 (pre-active, negative correlation) and state 5 (pre-H3K27me3, positive correlation). Further analysis shows that this reflects more efficient silencing of pre-H3K27me3 associated genes (typically weakly expressed), and less efficient silencing of pre-active genes (Fig. 1j, k, Supplementary Fig. 1i, j).

### A key role for Spen and the Xist A-repeat in gene silencing

We generated a null allele of *Spen* by CRISPR/Cas9 mutagenesis essentially as described previously^12^, initially in iXist-Chr3 mESCs (see Methods and Supplementary Fig. 2a–c). iXist-Chr3 *Spen* null cells were viable and morphologically indistinguishable from unmodified controls. Robust Xist RNA domains were formed in the majority of cells following transgene induction (Supplementary Fig. 2d), although levels of Xist RNA were reduced relative to wild-type (WT) iXist-Chr3 mESCs (Supplementary Fig. 2e). We went on to analyse allelic silencing in iXist-Chr3Δ*Spen* mESCs 1 day after Xist RNA induction. Highly reproducible results, obtained using four independent *Spen* null mESC lines (see Methods), were averaged. As shown in Fig. 2a, b, silencing of genes across chromosome 3 was strongly abrogated in the iXist-Chr3 *Spen* null cells, in most cases to the extent that expression levels were indistinguishable from uninduced control cells. To quantify our findings we defined thresholds to assign silencing degree as high, low and weak/none (Methods). On this basis a subset of chromosome 3 genes were silenced (24.8%; 127/512). In most cases the degree of silencing was classified as low (119/127). Further analysis revealed that genes subject to silencing in *Spen* null cells are generally weakly expressed in mESCs (Fig. 2c, left panel).

**Fig. 2:**
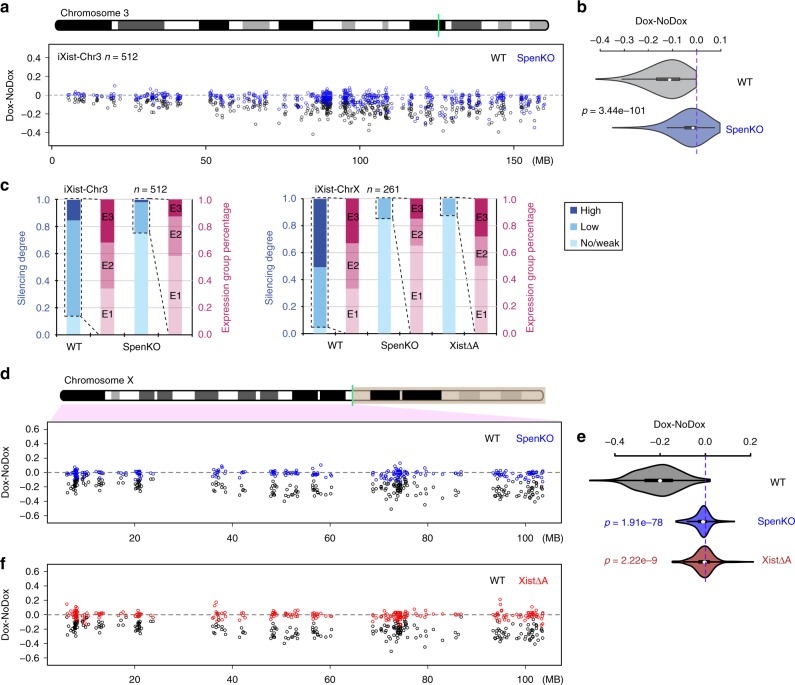
Effect on Xist-mediated silencing after deletion of Spen/A-repeat. **a** Allelic silencing across Chr3 after 1 day of Xist RNA induction in WT and *Spen* null (KO) iXist-Chr3 cells. Mean value of difference of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Supplementary Table 4. Green line on Chr3 ideogram indicates location of Xist transgene. **b** Violin plot summarising data in **a**, *p* values were calculated using one-sided Wilcoxon rank-sum test. **c** Distribution of genes by silencing degree in relation to mESC expression levels (three equal sized quantiles, E1 < E2 < E3) in WT and *Spen* null (KO) iXist-Chr3 cells (left panel) and WT, XistΔA and *Spen* null iXist-ChrX cells (right panel). **d** Allelic silencing across ChrX after 1 day of Xist RNA induction in WT and *Spen* null (KO) iXist-ChrX cells. Mean value of difference of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Supplementary Table 4. Green line on ChrX ideogram indicates location of the *Xist* locus. **e** Violin plot summarising data in **d** and **f** . *P* values were calculated using one-sided Wilcoxon rank-sum test. **f** Allelic silencing across ChrX after 1 day of Xist RNA induction in WT and XistΔA iXist-ChrX cells. Mean value of difference of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Supplementary Table 4. Green line on ChrX ideogram indicates location of the *Xist* locus

We also deleted *Spen* in iXist-ChrX mESCs. Viability and ES cell morphology were again unaffected, as was the frequency of cells inducing Xist RNA expression 1 day after addition of doxycycline (Supplementary Fig. 2a–d). The levels of induced Xist RNA were relatively low, similar to *Spen* null iXist-Chr3 cells (Supplementary Fig. 2e), and additionally, Xist RNA domains were in some instances relatively weak and diffuse compared with WT iXist-ChrX cells (Supplementary Fig. 2d). Allelic chromatin RNA-seq performed 1 day after Xist RNA induction (three independent *Spen* null cell lines) demonstrated a dramatic reduction in Xist-mediated silencing, similar to *Spen* null iXist-Chr3 cells (Fig. 2d, e). Also, as noted for *Spen* null iXist-Chr3 cells, a subset of genes (40/261) exhibited a low degree of silencing. In most cases these genes are weakly expressed in mESCs (Fig. 2c, right panel).

We went on to compare the effect of *Spen* deletion in iXist-ChrX cells with deletion of the Xist A-repeat, the critical silencing element linked to Spen recruitment^12,14^. A deletion of the A-repeat, (XistΔA), was engineered in iXist-ChrX cells using CRISPR/Cas9-mediated mutagenesis (Supplementary Fig. 2f, g). This deletion is somewhat shorter than previously published A-repeat deletions, which in most cases additionally remove 185nt of sequence 3′ to the A-repeat element. This point is significant in relation to other experiments described below. Xist RNA-FISH analysis demonstrated formation of Xist domains at comparable frequency as in WT iXist-ChrX cells, although similar to *Spen* null cells, levels of Xist RNA were significantly reduced (Supplementary Fig. 2e). Allelic ChrRNA-seq in XistΔA mESCs after 1 day of Xist RNA induction demonstrated strongly abrogated silencing for most genes, similar to the *Spen* null iXist-ChrX cells (Fig. 2e, f). 

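In XistΔA iXist-ChrX cells, which lack the A-repeat of Xist RNA, the median allelic ratio over 258 genes was 0.520 ± 0.000946 (SD, n = 3 libraries) in NoDox and 0.514 ± 0.00103 (SD, n = 3) after 6 days of Dox in differentiating conditions. The Dox libraries lay below the NoDox libraries by a small margin (exact two-sided permutation test, p = 0.10, the smallest that 3 against 3 allow). The median silencing was -0.00642, with medians of the Dox libraries between -0.00930 and -0.00169. The mean of the library medians was -0.00633, against -0.410 in WT, a difference of 0.404. No XistΔA library overlapped a WT library (exact two-sided permutation test, p = 0.10). Leaving out replicate 1 gave 0.408, and taking means over genes moved the difference most on this scale, to 0.385. Silencing was weaker than in WT in 255 of 258 genes (98.8%). In limma's test of the difference between the lines, 248 genes were silenced less in XistΔA than in WT at an adjusted p under 0.05 and 0 were silenced more, with 0 also at an unadjusted p under 0.05. The number was lowest, at 240, when only genes with a NoDox ratio between 0.2 and 0.8 were kept. The largest differences were those of *Il1rapl1* (X, 86747242 to 88115623), which was 0.660 (standard error 0.168, adjusted p = 0.00160 from limma), of Gm6938 (X, 21312210 to 21334727), which was 0.638 (standard error 0.0571, adjusted p = 4.48e-08 from limma), and of *Efhc2* (X, 17132049 to 17319368), which was 0.612 (standard error 0.136, adjusted p = 0.000522 from limma). The WT Dox ratios of *Il1rapl1* were 0.541, 0.0824 and 0.0569 in replicates 1, 2 and 3, so its value varied between libraries. A ratio cannot fall by more than its NoDox value, so this ranking favours genes with a high NoDox ratio. None of these 3 genes had a NoDox ratio between 0.2 and 0.8 in every line, and *Il1rapl1* had 0.937 in WT. *Xist* itself, whose ratio was already near 1 in NoDox WT cells, gave a difference of 0.106 (standard error 0.0540, adjusted p = 0.0718 from limma), which passed on the logit of the ratio (difference 2.02 in logit units, adjusted p = 0.00125 from limma). This difference arose without Dox, where the XistΔA libraries had *Xist* ratios of 0.945, 0.738 and 0.950 at only 10.9 to 25.4 RPM of Xist RNA. With Dox the *Xist* ratio was between 0.991 and 0.999 in both lines. In the paper's Source Data, Xist RNA in the Dox libraries of XistΔA was 6.02% of the WT level.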

Induction of Xist RNA for 6 days in differentiating conditions gave similar results (Supplementary Fig. 2h, i). In both cases a subset of genes (12.3%; 32/261 at day 1) undergo some degree of silencing, and as noted for *Spen* null iXist-Chr3 and iXist-ChrX cell lines, these correlate with genes that are expressed weakly in mESCs (Fig. 2c, right panel). 

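At 6 days, 28 of 258 genes (10.9%) had a z below -0.05 in XistΔA cells, all of them between -0.05 and -0.2, and 10 were below -0.05 in every Dox library. When the genes were divided into 3 equal groups by the deposited RPKM, 22 of the 28 were in the lowest group (up to 8.91 RPKM), 4 in the middle group and 2 in the highest group (from 29.0 RPKM). In the other direction, 4, 3 and 1 genes had a z above 0.05 in the lowest, middle and highest groups. The median RPKM was 4.11 for the 28 genes and 18.8 for the others. The difference in RPKM rank was tested by a two-sided permutation test across genes, which are not independent replicates, and gave p = 1e-05, the smallest that 100000 resamples can give. With -0.1 as the limit, 13 genes remained in the low silencing group. The ratio of a weakly expressed gene rests on fewer reads, and the table does not give their number. Noise alone would scatter both ways, and the 22 genes against 4 in the lowest group argue against it as the whole cause.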

Most genes silenced in *Spen* null iXist-ChrX cells are also silenced in XistΔA mESCs (*p* = 0.012; hypergeometric test, Supplementary Fig. 2j). Similarly, the subset of genes silenced in A-repeat mutant iXist-ChrX cells after 1 day or 6 days of Xist RNA induction also correlate (Supplementary Fig. 2k). 

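Only the 6-day libraries of XistΔA cells were analysed here, so the overlap with 1 day was not calculated. Supplementary Fig. 2k names *Heph*, *Tmem28* and *Fam3a*. *Heph* (X, 96455436 to 96574484) had ratios of 0.382 ± 0.0113 (SD, n = 3) in NoDox and 0.205 ± 0.00974 (SD, n = 3) in Dox, a z of -0.177 (standard error 0.0250, adjusted p = 0.000655 from limma). *Tmem28* (X, 99821069 to 99846345) went from 0.475 ± 0.0509 to 0.321 ± 0.0407 (SD, n = 3), a z of -0.154 (standard error 0.0239, adjusted p = 0.00119 from limma). *Fam3a* (X, 74384720 to 74393139) went from 0.611 ± 0.0788 to 0.503 ± 0.0527 (SD, n = 3). Its z of -0.108 was below -0.05 but did not pass after adjustment over genes (standard error 0.0448, adjusted p = 0.441 from limma). *Heph* and *Tmem28* were among the 3 silenced genes of limma's test, against 20 genes silenced and 3 raised at an unadjusted p under 0.05. The count rests on replicate 3, since it was 0 without it and 6 without replicate 1. *Heph* and *Tmem28* were also silenced less than in WT, by 0.188 (standard error 0.0353, adjusted p = 0.000118 from limma) and 0.243 (standard error 0.0337, adjusted p = 5.69e-06 from limma). *Fam3a* differed from WT by 0.356 (standard error 0.0634, adjusted p = 7.18e-05 from limma).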

Taken together, our findings demonstrate that Xist A-repeat and the A-repeat bound factor Spen play a major role in silencing at all except a small subset of weakly expressed genes.

### Minor role of m6A-MTase and LBR in Xist-mediated silencing

Rbm15, a homologue of Spen, has been implicated in Xist-mediated silencing, and has been proposed to function by recruiting the m6A-MTase complex^13,14,19^. To determine the contribution of Rbm15/m6A-MTase complex in Xist-mediated silencing, we generated knockouts of the *Rbm15*, *Mettl3* and *Wtap* genes in iXist-Chr3 cells, using CRISPR/Cas9-mediated mutagenesis (Supplementary Fig. 3a). None of the mutations had detectable effects on Xist RNA domains (Supplementary Fig. 3b) or Xist RNA levels (Supplementary Fig. 2e). As above, we assessed Xist-mediated silencing using allelic ChrRNA-seq after 1 day of Xist RNA induction. Surprisingly, none of the three mutations abrogated gene silencing by Xist RNA, and in the case of *Rbm15* null mESCs, silencing efficiency was if anything enhanced (Fig. 3a, b, Supplementary Fig. 3c). To investigate how the mutations affect m6A genome-wide we performed m6A quantitation using HPLC MS/MS and m6A-seq (as described in ref. ^36^), in the *Mettl3* and *Wtap* knockout lines. Notably, we found that whilst overall m6A levels are reduced (Supplementary Fig. 3d), residual m6A is detectable at some peaks, including the major peak in Xist RNA, which maps immediately downstream of the A-repeat (Supplementary Figs. 3e and 2f). This observation likely reflects non-essentiality in the case of the *Wtap* knockout. For the *Mettl3* knockout, residual m6A may indicate partial redundancy with the Mettl14 subunit, or alternatively, that the allele we analysed is hypomorphic due to the presence of additional AUG sites (see Supplementary Fig. 3a). Despite repeated efforts we were unable to generate ES cells entirely lacking a functional Rbm15/m6A-MTase complex (knockout of *Rbm15* together with its homologue *Rbm15b*, deletion of the entire *Mettl3* locus, and knockout of the *KIAA1429/virilizer* gene, encoding another core subunit of the complex), suggesting that residual activity of the complex may be essential for ES cell viability. This is likely a consequence of the key role m6A plays in several steps of mRNA biogenesis, and is in keeping with a previous report^19^.

**Fig. 3:**
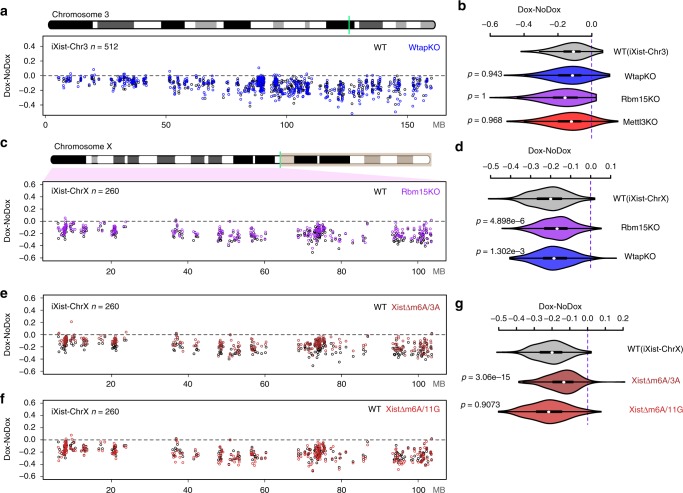
The role of Rbm15/m6A-MTase complex in Xist-mediated silencing. **a** Allelic silencing across Chr3 after 1 day of Xist RNA induction in WT and *Wtap* null (KO) iXist-Chr3 cells. Mean value of difference of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Supplementary Table 4. Green line on Chr3 ideogram indicates location of the Xist transgene. **b** Violin plot summarising data for *Wtap* null in **a**, and additionally, data for *Mettl3* mutant and *Rbm15* null shown in Supplementary Fig. 3c. *P* values were calculated using one-sided Wilcoxon rank-sum test. **c** Allelic silencing across ChrX after 1 day of Xist RNA induction in WT and *Rbm15* null (KO) iXist-ChrX cells. Mean value of difference of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Supplementary Table 4. Green line on ChrX ideogram indicates location of the *Xist* locus. **d** Violin plot summarising data in **c**. *P* values were calculated using one-sided Wilcoxon rank-sum test. **e**, **f** Allelic silencing across ChrX after 1 day of Xist RNA induction in WT and cell lines with deletions within the major m6A peak region, XistΔm6A/3A (**e**) and XistΔm6A/11 G (**f**) in iXist-ChrX cells. Mean value of difference of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Supplementary Table 4. **g** Violin plot summarising data in **e**, **f**. *P* values were calculated using one-sided Wilcoxon rank-sum test

We went on to derive and validate *Rbm15* and *Wtap* null iXist-ChrX cell lines (Supplementary Fig. 3a, b), and performed allelic ChrRNA-seq 1 day after Xist RNA induction. In contrast to iXist-Chr3 cells we observed a small but reproducible reduction in silencing across the chromosome, both for *Rbm15* and *Wtap* null cell lines (Fig. 3c, d, Supplementary Fig. 3c). We did not observe differential effects based on classification of ChrX genes by position, expression level, pre-existing chromatin state, or silencing efficiency.

Given the different effects on Xist-mediated silencing reported above and in prior studies^13,19^, together with the fact that it was not possible to assess complete loss of function of the Rbm15/m6A-MTase complex, we went on to determine the effect of deleting m6A sites in the 5′ region of Xist RNA in the iXist-ChrX cell line. Thus, we generated and validated two cell lines XistΔm6A/3A and XistΔm6A/11G, with overlapping short deletions of this region (Supplementary Figs. 2e–g and 3b). We then assayed Xist-mediated silencing 1 day after induction using allelic ChrRNA-seq. The results are summarised in Fig. 3e–g. The most proximal deletion (XistΔm6A/3A) resulted in a small deficit in Xist-mediated silencing across the length of the chromosome, consistent with the effects seen in *Rbm15* and *Wtap* null iXist-ChrX cells. In contrast, the distal deletion (XistΔm6A/11G) had no detectable effect on chromosome-wide silencing. The latter observation may indicate a hierarchical relationship of different m6A target sites, or alternatively that the proximal deletion is closer to the A-repeat and disrupts normal function of this element. Taken together our results indicate that the Rbm15/m6A-MTase complex plays only a minor role in Xist-mediated chromosome silencing (see also Discussion).

To investigate the contribution of LBR to Xist-mediated silencing we generated a null allele of the *Lbr* gene by deleting the entire locus using CRISPR/Cas9-mediated mutagenesis, initially in iXist-Chr3 mESCs (Supplementary Fig. 4a–c). The deletion had no effect on Xist transgene expression (Supplementary Figs. 2e and 4d). Strikingly, allelic ChrRNA-seq 1 day after Xist RNA induction revealed no detectable effects on Xist-mediated silencing (Fig. 4a, b). To test if LBR may be important at a later stage, we repeated the ChrRNA-seq experiment 3 days after Xist RNA induction in differentiating conditions, but again saw no effect on chromosome-wide silencing (Supplementary Fig. 4e, f).

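The 3-day *Lbr* experiment comprised 3 *Lbr* null clones of iXist-Chr3 (4C7A, 4C8E and 4F9F), each with a NoDox and a Dox library, and a single WT NoDox and Dox pair, all in differentiating conditions. The labels name the WT pair as mRNA, while Supplementary Table 4 lists only ChrRNA libraries, so its values are given apart and without a test. The authors made the allelic ratios as for the other iXist-Chr3 libraries and listed 517 genes between 5218554 and 159935175 of chromosome 3. Read numbers are not given. In the *Lbr* null clones the median ratio was 0.470 ± 0.00198 (SD, n = 3 clones) in NoDox and 0.258 ± 0.00603 (SD, n = 3) in Dox (exact two-sided permutation test, p = 0.10, the smallest that 3 against 3 allow). That test left out the pairing by clone. With it an exact sign-flip permutation test gave p = 0.25, the smallest that 3 pairs allow. The median silencing was -0.191, and the clones lay close together, between -0.198 and -0.192. By limma, 478 genes (92.5%) were silenced at an adjusted p under 0.05 and 0 raised, with 0 raised also at an unadjusted p under 0.05. With the clone as a block 465 genes were silenced. High silencing was reached by 247 genes, low silencing by 240 and weak or no silencing by 30. In the WT pair the median silencing was -0.200. Over the 498 genes that are also listed in the *Suz12* experiment, the clones had a mean of -0.195 ± 0.00370 (SD, n = 3) and the WT pair had -0.1998, a difference of 0.00486. Against the 3 WT libraries of the *Suz12* experiment, whose mean over these genes was -0.162 ± 0.0186 (SD, n = 3), the clones were silenced more, with a difference of -0.0333 (exact two-sided permutation test, p = 0.10, the smallest possible), which was between -0.0404 and -0.0202 with a replicate left out, smallest without replicate 3. The direction thus depended on which WT libraries were used, and the clones and the 3 WT libraries came from different experiments. The paper compares the clones with WT in Supplementary Fig. 4e, f and states that there was no effect on chromosome-wide silencing. Its legend does not name the WT libraries, but the WT median in Supplementary Fig. 4f, about -0.20, is close to that of the pair.

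**Figure D2:**
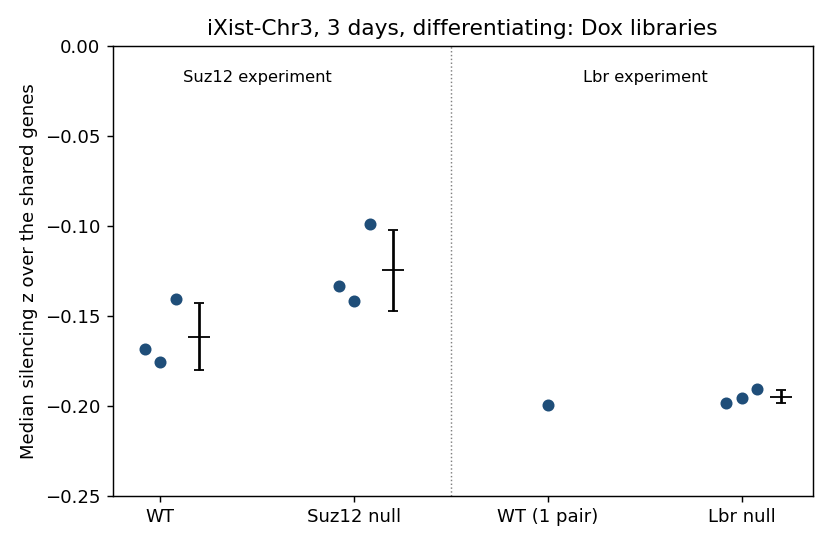
Median silencing z over the 498 shared genes (vertical axis, Dox minus NoDox allelic ratio) of each iXist-Chr3 Dox library at 3 days. Each point is a library or clone, and the bars beside groups of 3 give the mean ± SD. The WT pair of the *Lbr* experiment, at -0.1998, lies with the *Lbr* null clones and below all 3 WT libraries of the *Suz12* experiment.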

**Fig. 4:**
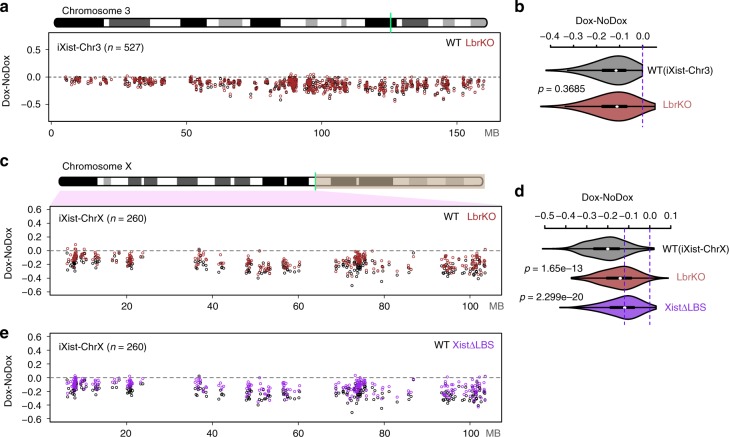
The role of LBR in Xist-mediated silencing. **a** Allelic silencing across Chr3 after 1 day of Xist RNA induction in WT and *Lbr* null (KO) iXist-Chr3 cells. Mean value of difference of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Supplementary Table 4. Green line on Chr3 ideogram indicates location of the Xist transgene. **b** Violin plot summarising data in **a**. *P* values were calculated using one-sided Wilcoxon rank-sum test. **c** Allelic silencing across ChrX after 1 day of Xist RNA induction in WT and *Lbr* null (KO) iXist-ChrX cells. Mean value of difference of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Supplementary Table 4. Green line on ChrX ideogram indicates location of the *Xist* locus. **d** Violin plot summarising data in **c** and **e**. *P* values were calculated using one-sided Wilcoxon rank-sum test. **e** Allelic silencing across ChrX after 1 day of Xist RNA induction in WT and XistΔLBS iXist-ChrX cells. Mean value of difference of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Supplementary Table 4

We went on to investigate LBR function in Xist-mediated silencing in the context of ChrX. Thus, we generated and validated *Lbr* null iXist-ChrX cell lines (Supplementary Fig. 4a–d). Assaying Xist-mediated silencing by ChrRNA-seq revealed a small reduction in silencing across the X chromosome (Fig. 4c, d). No differential effects were observed in relation to gene location, expression level, or silencing efficiency, although there was a minor preference towards silencing of genes with a pre-existing H3K27me3 chromatin environment (see below).

LBR has been proposed to directly bind to Xist RNA via the LBS element located between the A- and B-repeats^23^. We therefore generated and validated an LBS deletion in iXist-ChrX cells (Supplementary Figs. 2f–g and 4g), and performed allelic ChrRNA-seq after 1 day of Xist induction (Fig. 4d, e). Xist-mediated silencing was more strongly affected than in *Lbr* null iXist-ChrX cells, although it was nevertheless a relatively weak effect. The correlation of gene silencing in XistΔLBS and *Lbr* null iXist-ChrX is significant (*r* = 0.72), but not exact (Supplementary Fig. 4h). The latter observations indicate that recruitment of LBR may not be the sole function of the LBS region, and LBS, encompassing the entire F-repeat, may also recruit another factor(s). No differential effects were observed for gene silencing in XistΔLBS in relation to gene location, expression level, pre-existing chromatin environment, or silencing efficiency.

### The role of PRC1 and PRC2 in Xist-mediated silencing

The Polycomb complexes PRC1 and PRC2 which catalyse the histone modifications H2AK119ub and H3K27me3, respectively, have been linked to Xist-mediated silencing in several independent studies. Recently we demonstrated that a specific PRC1 complex, Pcgf3/5-PRC1, recruited by hnRNPK bound to the Xist B/C-repeat region, initiates recruitment of both PRC1 and PRC2 complexes^10,29^. We therefore set out to make *Pcgf3/5* double-knockout (DKO) in iXist-Chr3 cells. In prior studies it was necessary to use a conditional knockout strategy to generate *Pcgf3/5* DKO cells^29^. We therefore developed a *Pcgf3* allele tagged with an Auxin-inducible degron^37^, on a *Pcgf5* null background (Fig. 5a, Supplementary Fig. 5a–d). The GFP-degron-tagged Pcgf3 protein was degraded rapidly, within 2 h of addition of auxin (Supplementary Fig. 5c). Acute Pcgf3/5 loss of function led to a significant reduction in global levels of H2AK119ub (Supplementary Fig. 5e). Using calibrated allelic ChIP-seq analysis (see methods), we found that there was no gain of H2AK119ub or H3K27me3 on the Cast Chr3 after induction of Xist RNA for 1 day (Supplementary Fig. 5f), in accord with our previous analysis demonstrating that Pcgf3/5-PRC1 activity is upstream of PRC2/H3K27me3 in Xist-mediated silencing. We went on to perform allelic ChrRNA-seq 1 day after Xist RNA induction and analysed the effect on Xist-mediated silencing. Consistent with our prior analysis, silencing was significantly reduced across the length of the transgene-bearing chromosome 3 (Fig. 5b, c).

**Fig. 5:**
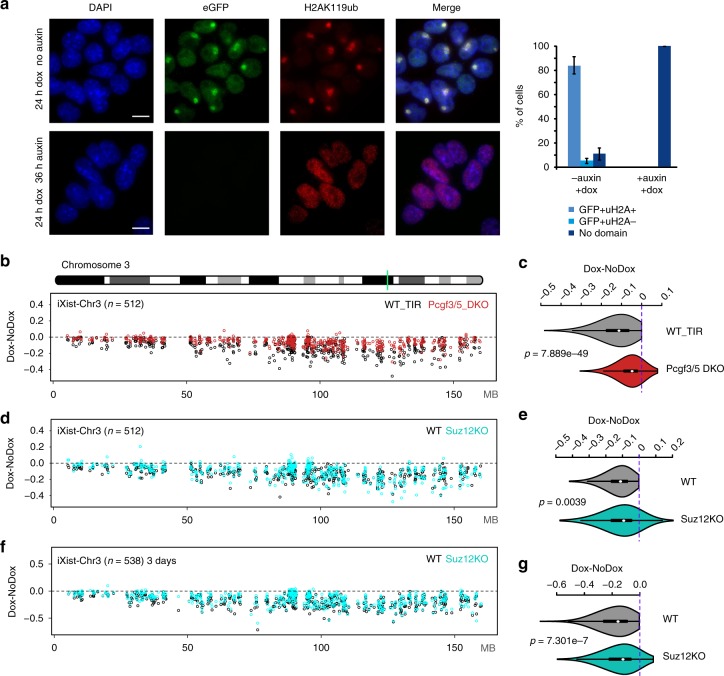
Divergent roles for PRC1 and PRC2 in Xist-mediated silencing. **a** Immunofluorescence illustrating Auxin-induced degradation of Pcgf3-GFP-AID (green) and resulting loss of Xi-H2AK119ub domains (red) as seen in iXist-Chr3 Pcgf5 null mESCs following Xist RNA induction for 1 day. Bar chart on the right shows proportion of cells with indicated phenotype in control (−auxin, +dox) and after 36 h of auxin treatment (+auxin, +dox) based on scoring >40 cells in three independent experiments. Error bars indicate standard deviation. DNA is counterstained with DAPI (blue). Scale bar is 10 μm. **b** Allelic silencing across Chr3 after 1 day of Xist RNA induction in WT and *Pcgf3/5* DKO iXist-Chr3 cells. Mean value of difference of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Supplementary Table 4. Green line on Chr3 ideogram indicates location of the Xist transgene. **c** Violin plot summarising data in **b**. *P* values were calculated using one-sided Wilcoxon rank-sum test. **d** Allelic silencing across Chr3 after 1 day of Xist RNA induction in WT and *Suz12* null (KO) iXist-Chr3 cells. Mean value of difference of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Supplementary Table 4. **e** Violin plot summarising data in **d**. *P* values were calculated using one-sided Wilcoxon rank-sum test. **f** Allelic silencing across Chr3 after 3 days Xist RNA induction in WT and *Suz12* null (KO) iXist-Chr3 cells. Mean value of difference of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Supplementary Table 4. **g**, Violin plot summarising data in (**f**). *P* values were calculated using one-sided Wilcoxon rank-sum test

Because the *Pcgf3/5* DKO abolishes Xist-dependent H3K27me3 and H2AK119ub, it is not possible to determine the relative contribution of the two histone modifications to gene silencing. To address this we made use of a previously described iXist-Chr3 cell line in which the gene encoding Suz12, a core subunit of PRC2 required for catalytic activity, is deleted, and as a consequence, H3K27me3 is completely abolished (ref. ^30^ and see Supplementary Fig. 5e, f). Allelic ChrRNA-seq, performed 1 day after Xist induction, revealed a very small reduction in Xist-mediated silencing (Fig. 5d, e). Given prior evidence suggesting that PRC2 is important for X inactivation in vivo^26,38^, we also analysed *Suz12* null cells 3 days after Xist RNA induction (under differentiating conditions). 

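The *Suz12* null iXist-Chr3 cells lack a core PRC2 subunit. Their 3 NoDox and 3 Dox libraries at 3 days share a table with the WT libraries, and both lines were listed for the same 538 genes. Besides the allelic ratios, the authors' deposited table holds an unadjusted p-value per gene for *Suz12* null against WT and an RPKM value per gene, again without naming its library. Differences in silencing between the lines were tested here in 3 ways. The medians of the 3 Dox libraries of each line, each relative to the mean NoDox ratio of its line, were compared by an exact permutation test. Single genes were tested with limma as the Dox by genotype interaction over all 12 libraries. An unadjusted p under 0.05 from Student's statistic on 3 replicates, the test that the Methods name, was applied per gene to each Dox library minus the mean NoDox ratio of its line, so the error of the NoDox libraries does not enter it. The authors' deposited p-values come from another form of the test.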

As illustrated in Fig. 5f, g and Supplementary Fig. 5g, Suz12 knockout does compromise silencing after 3 days, although only to a minor degree compared with Pcgf3/5 loss of function cells (compare Figs. 5c, g). 

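In *Suz12* null cells the median ratio was 0.472 ± 0.00176 (SD, n = 3 libraries) in NoDox, as in WT, and 0.339 ± 0.0271 (SD, n = 3) in Dox. Median silencing was -0.122, and 394 genes (73.2%) were silenced by limma at an adjusted p under 0.05, with 0 raised, also 0 at an unadjusted p under 0.05. High silencing was reached by 160 genes, low silencing by 276 and weak or no silencing by 102. The mean over Dox libraries was -0.124 ± 0.0235 (SD, n = 3), weaker than in WT by 0.0369. This difference was larger than the SD between the libraries of either line (0.0179 in WT), but the *Suz12* null libraries lay between -0.141 and -0.0974 and narrowly overlapped the weakest WT library, at -0.1406 (exact two-sided permutation test, p = 0.20, where 0.10 is the smallest possible). At numbers 1, 2 and 3 the *Suz12* null medians were -0.133, -0.141 and -0.0974, each weaker than WT at -0.168, -0.174 and -0.141. With the numbers as blocks the difference was 0.0375 (exact sign-flip permutation test, p = 0.25, the smallest that 3 pairs allow). Whether the numbers pair the lines is open, since deviations of their Dox libraries correlated by only -0.0661 to 0.0684. With a replicate left out of both lines the difference stayed between 0.0323 and 0.0387. Silencing was weaker in 425 of 538 genes (79.0%), with a median difference per gene of 0.0343. In limma's interaction test only 2 genes were silenced less at an adjusted p under 0.05, and 0 were silenced more, against 66 and 5 genes at an unadjusted p under 0.05. *Gpr89* (chromosome 3, 96871066 to 96905298) had a z of -0.223 in WT and 0.0353 in *Suz12* null cells, a difference of 0.258 (standard error 0.0363, adjusted p = 0.00763 from limma). Its NoDox ratio was 0.812 in WT, far from balance. *Nup210l* (chromosome 3, 90104132 to 90212017) had -0.331 and -0.0918, a difference of 0.239 (standard error 0.0279, adjusted p = 0.00286 from limma). *Gpr89* did not pass without any one of the replicates, and *Nup210l* passed only without replicate 3. Of the genes on chromosome 3 that the paper studies for other reasons, *Rbm15* (107326110 to 107333289) differed by 0.0521 (standard error 0.0195, adjusted p = 0.340 from limma) and *Mettl14* (123368295 to 123385990) by 0.0174 (standard error 0.0386, adjusted p = 0.852 from limma). The *Pcgf3/5* libraries were not analysed here. The paper describes the effect of *Suz12* knockout at 3 days as minor in comparison with that of *Pcgf3/5* loss.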

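With Student's statistic on each Dox library minus the mean NoDox ratio of its line, 117 of 538 genes (21.7%) differed between *Suz12* null and WT at an unadjusted p under 0.05. The number that chance alone would give is not known, because the error of the NoDox libraries is left out and the p-values are too small for it. Silencing was weaker in *Suz12* null cells in 107 of them and stronger in 10. The number depended on single libraries, at 50 without replicate 1, 53 without replicate 2 and 127 without replicate 3. In the authors' deposited table, 63 genes have a p-value under 0.05, 58 with weaker and 5 with stronger silencing, and 47 of these are among the 117. The median RPKM was 15.0 for the 117 genes and 9.80 for the others (two-sided permutation test of the RPKM ranks across genes, p = 0.00097). Of the 117 genes, 26 were in the lowest, 39 in the middle and 52 in the highest of 3 equal groups by RPKM. For the 63 genes of the authors' deposited table the numbers were 12, 18 and 33. The size of the difference did not rise in the same way, with medians of 0.0292, 0.0371 and 0.0334 in the lowest, middle and highest groups and a Spearman correlation with RPKM across genes of 0.0432. The z of a gene in *Suz12* null cells divided by its z in WT had medians over genes of 0.879, 0.774 and 0.734 in the same groups.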

Further analysis demonstrated that genes affected by PRC2 loss after 3 days of Xist RNA induction (63/538) are generally expressed at a relatively high level in mESCs (Supplementary Fig. 5h–j). Consistently, we found that active chromatin regions (determined by ChromHMM analysis) show a greater gain of PRC1-mediated H2AK119ub in WT compared to Suz12 null mESCs (Supplementary Fig. 5k), suggesting that PRC2-mediated H3K27me3 plays a role in enhancing Xist-dependent gain of H2AK119ub to silence highly expressed genes. Together these experiments suggest that PRC1/H2AK119ub is the critical determinant of Polycomb function in the context of Xist-mediated silencing after 1 day of Xist RNA induction, but that PRC2/H3K27me3 plays a supporting role in maintaining/reinforcing gene repression at later timepoints.

Next we sought to assess the contribution of Polycomb in the context of Xist-mediated silencing on the X chromosome. Thus, we generated and validated a deletion encompassing the B/C-repeat in iXist-ChrX ES cells (Supplementary Figs. 2f, g and 6a). This deletion, which extends into the downstream C-repeat, is equivalent to the Xist transgene deletion ΔPID that we previously showed abolishes both PRC1 and PRC2 recruitment by Xist RNA^10^. Consistently we observed complete loss of Xist-dependent H2AK119ub and H3K27me3 after 1 day of Xist RNA induction in XistΔPID mESCs, as determined by calibrated allelic ChIP-seq (Supplementary Fig. 6b). Allelic ChrRNA-seq performed 1 day after Xist RNA induction demonstrated abrogation of Xist-mediated silencing across the chromosome (Fig. 6a, b). 

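In XistΔPID iXist-ChrX cells, in which the B/C-repeat region is deleted, the median allelic ratio over 258 genes was 0.512 ± 0.00490 (SD, n = 3 libraries) in NoDox and 0.248 ± 0.0321 (SD, n = 3) after 6 days of Dox in differentiating conditions (exact two-sided permutation test, p = 0.10, the smallest that 3 against 3 allow). Median silencing was -0.259, and the Dox libraries lay between -0.282 and -0.231. The mean of the library medians was -0.261, against -0.410 in WT, so silencing was weaker by 0.150. The libraries of the lines did not overlap (exact two-sided permutation test, p = 0.10). The difference was 0.141 without replicate 1. Silencing was weaker in 244 of 258 genes (94.6%). By limma, 244 genes were still silenced at an adjusted p under 0.05 and 0 were raised, with 0 also at an unadjusted p under 0.05. High silencing was reached by 183 genes, low silencing by 68 and weak or no silencing by 7. In the test of the difference between the lines, 182 genes (70.5%) were silenced less than in WT at an adjusted p under 0.05 and 0 more, with 0 also at an unadjusted p under 0.05. The largest difference, 0.460 (standard error 0.0590, adjusted p = 1.42e-05 from limma), was that of an interval listed as Mir669m-2 (X, 77164403 to 77475936), a symbol that the RefSeq annotation of this assembly places on another chromosome. *Gspt2* (X, 94636069 to 94638561) followed with 0.380 (standard error 0.0680, adjusted p = 0.000217 from limma) and *Mageb16* (X, 79623231 to 79671435) with 0.357 (standard error 0.0581, adjusted p = 0.000104 from limma). This ranking too favours genes with a high NoDox ratio. *Gspt2* had a NoDox ratio between 0.2 and 0.8 in every line, but Mir669m-2 and *Mageb16* did not. Of the genes named for XistΔA, *Fam3a* differed by 0.249 (standard error 0.0634, adjusted p = 0.00306 from limma), while *Tmem28* at 0.0472 (adjusted p = 0.215) and *Heph* at -0.0159 (adjusted p = 0.701) did not differ by limma on the ratio. On the logit of the ratio both passed, with less silencing than in WT by 2.00 for *Tmem28* and 1.24 for *Heph* in logit units. *Xist* differed by -0.00652 (adjusted p = 0.913 from limma). The paper sets these values against those at 1 day, which were not analysed here, and states that abrogation was greater at 6 days.

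**Figure D3:**
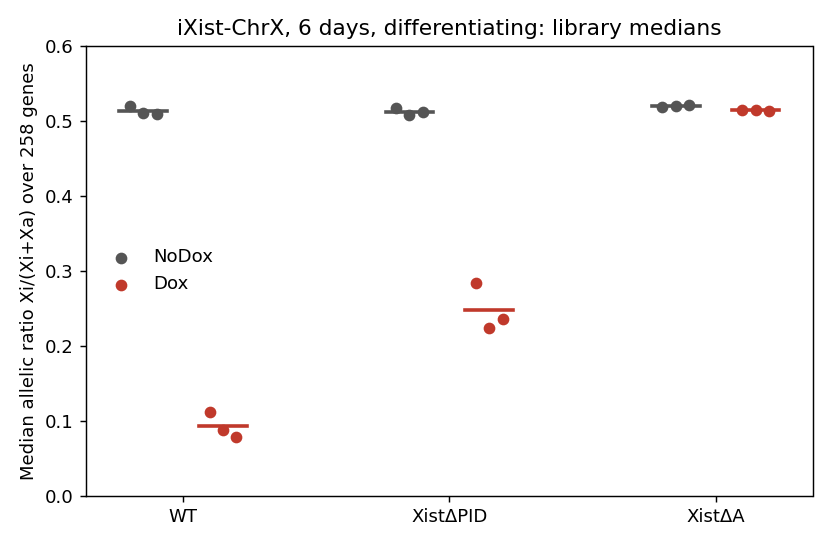
Median allelic ratio Xi/(Xi + Xa) over 258 genes (vertical axis) in each iXist-ChrX library at 6 days in differentiating conditions, for WT, XistΔPID and XistΔA (horizontal axis). Each point is a library and each short line the mean of 3, grey for NoDox and red for Dox. The Dox libraries lie between 0.0784 and 0.111 in WT, between 0.224 and 0.284 in XistΔPID and between 0.513 and 0.515 in XistΔA.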

Interestingly, silencing was abrogated to a greater degree after 6 days of Xist RNA induction in differentiating conditions (Fig. 6c–e).

**Fig. 6:**
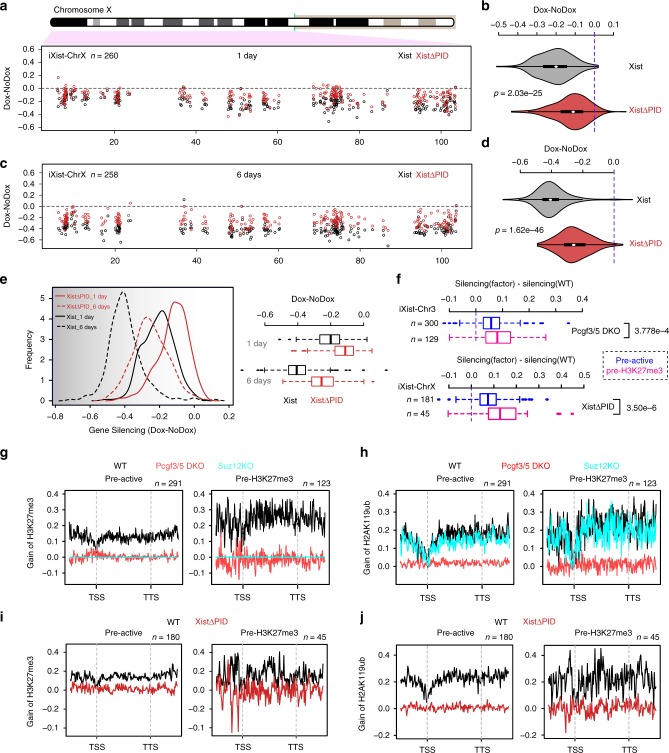
The role of Polycomb complexes in Xist-mediated silencing. **a** Allelic silencing across ChrX after 1 day of Xist RNA induction in WT and XistΔPID iXist-ChrX cells. Mean value of difference of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Methods. Green line on ChrX ideogram indicates location of the *Xist* locus. **b** Violin plot summarising data in **a**. *P* values were calculated using one-sided Wilcoxon rank-sum test. **c** Allelic silencing across ChrX after 6 days of Xist RNA induction in WT and XistΔPID iXist-ChrX cells. Mean value of difference of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Supplementary Table 4. **d** Violin plot summarising data in **c**. *P* values were calculated using one-sided Wilcoxon rank-sum test. **e** Comparison of chromosome silencing in WT and XistΔPID after 1 day and 6 days of Xist RNA induction (left panel). Boxplot representation of data (right panel). **f** Comparison of silencing for genes with pre-existing active (pre-active) or H3K27me3 (pre-H3K27me3) chromatin signatures over promoters for iXist-Chr3 in Pcgf3/5 DKO (top), and for iXist-ChrX in XistΔPID (bottom) after 1 day of Xist RNA induction. *P* values were calculated using two-sided Wilcoxon rank-sum test. The lower and upper edge of the box in the boxplots (**e,** **f**) represent the first and third quartile, respectively. The horizontal line inside the box indicates the median. Whiskers identify the farthest data points within 1.5× the interquartile range (IQR). **g**, **h** Metaprofile showing gain of H3K27me3 (**g**) or H2AK119ub (**h**) over genes with pre-existing active or H3K27me3 chromatin in WT, Pcgf3/5 DKO or Suz12 KO iXist-Chr3 ES cells 1 day after Xist RNA induction. **i**, **j** Metaprofile showing gain of H3K27me3 (**i**) or H2AK119ub (**j**) over genes with pre-existing active and H3K27me3 chromatin following 1 day of Xist RNA induction in WT and XistΔPID mESCs

We went on to investigate if absence of Polycomb affects Xist-mediated silencing of all genes to an equivalent extent. Genes with pre-existing H3K27me3 compared with genes with a pre-existing active chromatin signature (classified by ChromHMM analysis) showed a greater reliance on Polycomb, both in Xist-dependent silencing in iXist-Chr3 and iXist-ChrX cells (Fig. 6f). To further investigate this observation we examined the acquisition of Polycomb-mediated histone modifications, H2AK119ub and H3K27me3 at the different groups based on chromatin signature. We observed that gain of Polycomb histone modifications was significantly higher at genes and regions classified as having pre-existing H3K27me3 chromatin in mESCs (Fig. 6g–j, Supplementary Fig. 7a–f). This, however, was not evident in the ChrX XistΔPID line. We conclude that enhanced accumulation of Polycomb modifications at pre-existing sites may contribute to preferential silencing of nearby genes, but that other variables also play a role in the observed differential effects.

### Integrated analysis of Xist-mediated silencing

A comparison of the contribution made by different silencing pathways in iXist-Chr3 and iXist-ChrX lines after 1 day of Xist RNA induction is shown in Supplementary Fig. 8a, b. Based on this analysis we conclude that in both the X chromosome and autosomal models, Spen is the principal silencing pathway, with Polycomb (predominantly PRC1) also playing an important role. Rbm15/m6A-MTase complex and Lbr play a relatively minor role, detected only in the X chromosome model. These latter conclusions are supported by analysis of Xist RNA elements linked to binding/activity of the factors.

Our conclusions are further illustrated by principal component analysis (PCA) of individual biological replicates for iXist-Chr3 and iXist-ChrX after 1 day of Xist RNA induction (Fig. 7a, b). Thus, all uninduced controls, which are tightly clustered together, are clearly separated from induced datasets, in accord with the occurrence of Xist-mediated silencing. Notably, Xist-induced datasets for *Spen* knockout and the A-repeat deletion are close to or overlapping uninduced controls, indicating a dramatic silencing deficiency. Knockouts of genes encoding subunits of the Rbm15/m6A-MTase complex, LBR and associated *Xist* deletions (after Xist RNA induction), on the other hand, cluster closer to WT induced, with somewhat greater separation evident for iXist-ChrX compared to iXist-Chr3 cells. Pcgf3/5 and ΔPID datasets for iXist-Chr3 and iXist-ChrX, respectively, are further separated with a distinct direction relative to all the other induced WT and mutant datasets. This observation implies a unique role for the Polycomb system in the Xist-mediated silencing cascade.

**Fig. 7:**
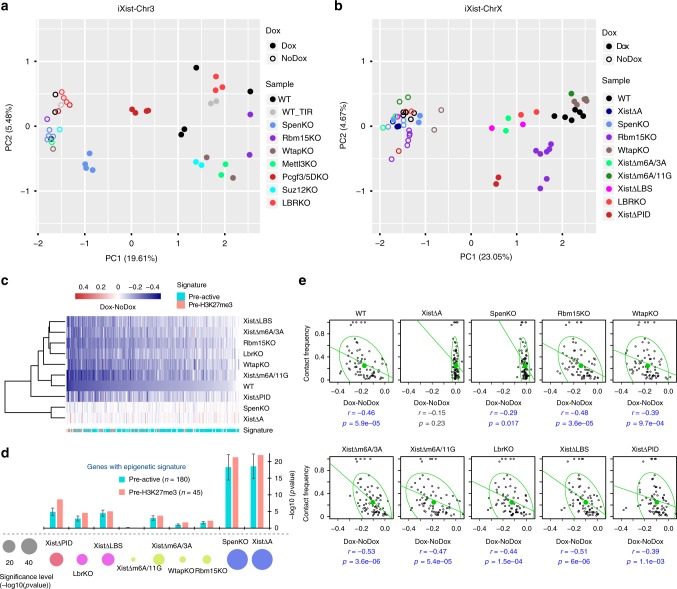
Integrated analysis of key pathways in Xist-mediated silencing. **a**, **b** PCA analysis of biological replicates of ChrRNA-seq analysis for all uninduced and Xist-induced experiments in iXist-Chr3 (**a**) and iXist-ChrX (**b**) for WT and mutants. **c** Cluster analysis and heatmap for silencing efficiency of ChrX genes in selected mutant mESCs, as indicated after 1 day of Xist RNA induction. Gene order is ranked by silencing efficiency in WT iXist-ChrX cells. Chromatin signature defined by ChromHMM is shown below. **d** Silencing levels in different mutants in iXist-ChrX cells illustrated as one-sided Wilcoxon rank-sum significance. Bar charts illustrate separate significance scores for genes classified according to pre-existing active (pre-active) and H3K27me3 (pre-H3K27me3) chromatin signatures, corrected for sample size. Error bars indicate significance range for 180 permutations. **e** Correlation analysis for topological distance and silencing efficiency for WT and selected mutant mESCs in iXist-ChrX model. Ninety-five per cent of the population is encircled. Spearman correlation and *p* values are indicated below

To further depict relative silencing deficiencies we performed hierarchical clustering of allelic silencing (induced–uninduced), for datasets in iXist-ChrX cells (Fig. 7c). The results emphasise the dramatic and equivalent abrogation of silencing in Spen null and A-repeat deletion lines. Of the other pathways, Polycomb, predominately PRC1-linked H2AK119ub (inferred from deletion of Xist PID region), is the most important factor, with Rbm15/m6A-MTase and LBR playing a relatively minor role (Fig. 7c, d). LBR/LBS and Rbm15/m6A-MTase broadly impact silencing of all genes to an equivalent degree, but Polycomb has a more pronounced effect towards specific subsets of genes, notably those that are normally silenced most efficiently and associated with pre-existing H3K27me3 chromatin (Fig. 7c, d). This tendency was in fact also observed for the *Lbr* knockout cell lines, but to a much weaker degree (Fig. 7d). In most cases the different silencing pathways do not differentially affect silencing in relation to 2D/3D proximity to *Xist* (Fig. 7e, Supplementary Fig. 8c). However, A-repeat and/or Spen-independent silencing showed a weak preference with proximity to *Xist* (Fig. 7e, Supplementary Fig. 8c). This may indicate a defect in Xist RNA spreading/propagation, although it needs to be considered that there are only a small number of genes in the group showing partial silencing.

## Discussion

In this study we provide insights into the interplay and relative importance of different pathways required for the establishment of chromosome silencing by Xist RNA. Through the use of two mESC model systems we were able to gauge the contribution of the key silencing pathways in the context of Xist RNA action on the X chromosome and on an autosome. By using a sensitive approach to assay silencing chromosome-wide, we were able to determine how individual factors act on different subsets of genes.

Our results show that recruitment of the RBP Spen by the Xist A-repeat is the principal pathway for establishment of Xist-mediated silencing, affecting most genes to an equivalent degree. It was recently reported that deletion of HDAC3, which functions downstream of Spen in histone deacetylation, similarly has widespread effects on gene silencing^16^. We nevertheless found that some genes undergo a degree of silencing in the absence of Spen/A-repeat. Consistent with this observation, a recent study, which utilised allelic RNA-seq, also reported residual Xist-mediated silencing in response to constitutively driven expression of A-repeat-deleted Xist RNA in mouse extraembryonic tissues^39^. The degree of silencing observed in this study was higher than we find in the ES cell models, possibly reflecting differences in the level of Xist RNA and/or developmental stage/cell type. In common with our findings, weakly expressed genes were more resistant to loss of the A-repeat.

The fact that there is only very limited silencing following Spen/A-repeat loss of function could suggest that other pathways, Polycomb, and to a lesser degree, Rbm15/m6A-MTase and LBR, function downstream of Spen. However, a potentially confounding factor is that Spen/A-repeat deletion reduces Xist RNA levels. The basis for this effect is not clear but may relate to previous findings, indicating that the spread of Xist RNA from early nucleation sites is abrogated when the A-repeat is deleted^33^. A further caveat is that we only assayed silencing in Spen/A-repeat null mESCs up to 6 days after Xist RNA induction in differentiating mESCs, and it is possible that gene silencing increases at later timepoints. In support of this possibility we found that the rate of silencing in WT iXist-ChrX cells varies considerably for different genes, and even after 6 days of Xist RNA induction, gene silencing is in many cases incomplete.

A surprising conclusion from our study is that the Rbm15/m6A-MTase complex, previously proposed to be a key factor for Xist-mediated silencing^13,19^, plays only a minor role. Thus, we observed a small reduction in silencing efficiency in the iXist-ChrX model and no effect in iXist-Chr3 cells. Interpretation of our observations is somewhat confounded by the fact that deletion of the m6A-MTase complex subunits does not entirely abrogate m6A levels. We speculate that this is attributable to various factors, including redundancy (for example, Rbm15 and Rbm15b and possibly Mettl3 and Mettl14), and that specific subunits are not essential for m6A catalysis (for example the regulatory subunit Wtap). It is notable that complete loss of function of the m6A system in mESCs has never been reported, indicating that this would result in a strong cell lethality effect. While redundancy of Rbm15/m6A-MTase complex subunits and essentiality of the m6A system must be taken into account, our conclusion that this pathway plays only a minor role in Xist-mediated silencing is supported by analysis of deletions around the major m6A target region in Xist RNA. Possible reasons for the discrepancy in our findings compared to prior work include the use of different silencing assays (selected loci vs chromosome-wide), and acute (RNAi-mediated knockdown) vs chronic (mESC lines with CRISPR-mediated deletions) loss of function.

Similar to the Rbm15/m6A-MTase complex, deletion of *Lbr* had only a minor effect on Xist-mediated silencing in iXist-ChrX cells and no effect in iXist-Chr3 cells, again contrasting with previously reported findings^23^. We note that our observations are consistent with *Lbr* knockout mouse models which show no apparent female-specific phenotypes^24,25^. Deletion of the proposed LBR binding region, LBS, in Xist RNA led to a more prominent silencing deficiency. We conclude from this that LBS is important for other functions in addition to LBR binding. Discrepancies with prior studies^15,23^ may again be linked to the use of different silencing and loss of function assays, as well as allelic vs non-allelic analysis.

The reason for the difference in silencing effects seen for Rbm15/m6A-MTase and LBR loss of function in iXist-ChrX compared to iXist-Chr3 systems is not known. One possibility is that higher levels of Xist RNA in iXist-Chr3 cells, due to the presence of a multicopy Xist transgene, mask the relatively small effect of Rbm15/m6A-MTase and LBR deficiency. Alternatively, the Rbm15/m6A-MTase and LBR pathways may only be relevant in an X chromosome context, for example contributing to the higher silencing efficiency that has been observed to occur on the X chromosome relative to autosomes^9^.

Our findings substantiate the principal role of the PID region and PRC1 in hierarchical recruitment of Polycomb complexes by Xist RNA, and the proposal that Xist-dependent recruitment of PRC2 is attributable solely to prior H2AK119ub deposition by PRC1 (refs. ^10,29^). Our analysis further demonstrates that PRC1-mediated H2AK119ub is the principal determinant of Polycomb silencing mediated by Xist RNA. H3K27me3, catalysed by PRC2 contributed to a much lesser extent, although this effect did increase at a later timepoint. The basis for the progressive silencing deficiency is not clear but may reflect changes in levels of H3K27me3 reader proteins in ESC differentiation reported in previous studies^40,41^. A further consideration is our recent finding that the PID region is required to recruit SmcHD1, a factor implicated in late stages of X inactivation^42^. This pathway, which is mediated by PRC1-dependent H2AK119ub, may account for why we observed a greater silencing deficiency in XistΔPID cells after 6 days compared with 1 day of Xist expression.

In this work we have analysed pathways that function in establishment of silencing at the onset of Xist expression. However, previous studies using XX mESCs have shown that there are some factors, for example, histone macroH2A^43^, and SmcHD1 (ref. ^44^), that are recruited to Xi in an Xist-dependent manner, but only after prolonged Xist expression/cell differentiation. Notably, SmcHD1 is important for maintaining silencing of a significant proportion of Xi genes^45–47^. Thus, in future work it will be important to define the relationship between early- and late-acting pathways in establishment vs maintenance of Xist-mediated silencing.

## Methods

### Experimental model

ES cells were grown in Dulbecco’s modified Eagle's medium (DMEM; Life Technologies) supplemented with 10% foetal calf serum (Seralab), 2 mM l-glutamine, 0.1 mM non-essential amino acids, 50 µM β-mercaptoethanol, 100 U/ml penicillin/100 µg/ml streptomycin (all from Life Technologies) and 1000 U/ml LIF (made in-house). Mitomycin C-inactivated mouse fibroblasts were used as feeders. All ES cells were grown in feeder-dependent conditions on gelatinised plates at 37 °C in a humid atmosphere with 5% CO_2_. Xist expression was driven by a TetOn promoter induced by addition of 1.0–1.5 µg/ml of doxycycline (Sigma, D9891) for 1–6 days depending on the experiment. ES cell differentiation was achieved by LIF withdrawal from the medium and low-density cell plating.

### Generation of mESC lines

To generate iXist-ChrX ESC lines, F1 2–1 XX mESC line (129/Sv-Cast/Ei, a gift from J. Gribnau) was consecutively modified using CRISPR-mediated genome engineering to replace one of the endogenous Xist promoters with tetracycline-inducible promoter (tetOP), and to introduce reverse tetracycline-controlled transactivator (rtTA) into the Tigre locus^31^. The construct for Xist promoter modification (pBS_Xist_loxN_Pgkneo-tetOP) contained 2.6 kb (5′) and 2.8 kb (3′) homology regions with the insertion of tetOP 41 bp upstream of the Xist TSS. The construct included a floxed neomycin resistance gene driven by the mouse Pgk promoter for positive selection of the targeted clones. The construct for targeting the Tigre locus (pBS_TIGRE_CAG_rtTA) contained 1 kb homology regions, surrounding CAG promoter-driven rtTA. Both targeting events were facilitated by co-transfection of the targeting plasmids together with specific Xist (Xist_TRE_gRNA1 and gRNA2) or Tigre (TIGRE_gRNA) sgRNAs. Cells were transfected using Lipofectamine 2000 (Life Technologies) according to the manufacturer’s instructions. One microgram of each sgRNA was lipofected together with 1 μg of the targeting vector. After 12 h transfected cells were passaged to 90 mm gelatinised Petri dishes with feeders, and puromycin (1.5–2.5 μg/ml) was applied 24 h later. Cells were grown under puromycin selection for 2 days and then without puromycin for a further 8–10 days, until colonies were picked. For targeting of the Xist promoter, neomycin selection (Geneticin® (G-418); ThermoFisher) was additionally applied 48 h after lipofection, and was maintained until colonies were picked. Selected clones were screened and validated by Sanger sequencing (SS) of amplified genomic fragments (gPCR), by Southern blot hybridisation (SB), by Xist RNA-FISH (RNA-FISH) and immunofluorescence for histone modifications (IF) after Xist doxycycline induction and karyotyped using 21XMouse MFISH (Zeiss Metasystem), following the manufacturer’s instructions. Two clones were selected for further analysis; clone B2 carries tetOP on the *M.m.domesticus* allele and clone C7 has integration of tetOP on the *M.m.castaneus* allele.

For the generation of CRISPR/Cas9-mediated KO ES cell lines, cells were transfected with 0.5–1 μg of each sgRNA, and puromycin selection was applied 24 h after transfection for 48 h. For CRISPR-assisted homologous recombination, 0.5–1 μg of sgRNA was lipofected together with 1 μg of targeting vector. Cells were grown for 10–12 days, and positive clones validated. Full details for all mESC lines used in this study, sgRNA sequences, plasmids, as well as validation methods can be found in Supplementary Table 1. Oligonucleotides used for cloning sgRNAs as well as primers used for PCR and sequencing are listed in Supplementary Table 2.

### RNA-FISH

Cells were plated on Superfrost Plus gelatinised slides (VWR) and grown overnight. After Xist induction (1, 3, or 6 days) the slides were washed twice with PBS and cells were permeabilised for 5 min in CSK buffer (100 mM NaCl, 300 mM sucrose, 3 mM MgCl_2_, 10 mM PIPES) with 0.5% Triton X-100 (Sigma) on ice. Slides were rinsed briefly in PBS and fixed in 4% formaldehyde/PBS for 10 min on ice, followed by two washes in 70% ethanol. Slides were either stored in 70% ethanol at 4 °C until use or dehydrated (80%, 95%, 100% ethanol, 3 min each, RT) and air dried immediately before hybridisation with Xist probe. Xist probe was generated from an 18 kb cloned cDNA spanning the whole Xist transcript using a nick translation kit (Abbott Molecular, 7J0001) as previously described^13^. Directly labelled probe (1.5 μl) was co-precipitated with 10 μg salmon sperm DNA, 1/10 volume 3 M sodium acetate (pH 5.2), and 3 volumes of 100% ethanol. After washing in 75% ethanol, the pellet was dried, resuspended in 6 μl deionised formamide (Sigma), and denatured at 75 °C for 7 min before quenching on ice. Probe was diluted in 6 μl 2× hybridisation buffer (5× SSC, 12.5% dextran sulfate, 2.5 mg/ml BSA (NEB)), added to the denatured slides and incubated overnight at 37 °C in a humid chamber. After incubation, slides were washed three times with a solution of 2× SSC/50% formamide followed by three washes with 2× SSC in a water bath at 42 °C. Slides were mounted with Vectashield with 4,6-diamidino-2-phenylindole (DAPI) (Vector labs) and sealed with nail varnish. Cells were analysed on an inverted fluorescence Axio Observer Z.1 microscope using a PlanApo ×63/1.4 NA oil-immersion objective. Images were acquired using AxioVision software.

### Immunofluorescence

Cells were plated on gelatinised slides or coverslips (13 mm diameter coverslips from VWR), at least a day before the experiment. On the day of the experiment, cells on slides were washed with PBS and then fixed with 2% formaldehyde for 15 min followed by 5 min of permeabilisation in 0.4% Triton X-100. Cells were briefly washed with PBS before blocking with a 0.2% PBS-based solution of fish gelatine for three washes of 5 min each. Primary antibody dilutions were prepared in fish gelatine solution with 5% normal goat or normal donkey serum depending on the secondary antibodies used. A complete list of antibodies used in the study is shown in Supplementary Table 3. Cells on slides were incubated with primary antibodies for 2 h in a humid chamber at room temperature. Slides were washed three times in fish gelatine solution. Secondary antibodies were diluted 1:400 in fish gelatine solution and incubated with cells on slides for 30 min in a humid chamber at 37 °C. After incubation, slides were washed twice with fish gelatine and one time with PBS before mounting using Vectashield mounting medium with DAPI. Excess mounting medium was removed and the coverslips were sealed to slides using nail varnish. Cells were analysed on an inverted fluorescence Axio Observer Z.1 microscope using a PlanApo ×63 /1.4 NA oil-immersion objective. Images were acquired using AxioVision software.

### Auxin-inducible degradation

For the degron-mediated degradation of PCGF3-AID-EGFP, indole-3-acetic acid (IAA, chemical analogue of auxin; Sigma, I5148) was added to the ES medium to a final concentration of 500 μM for 12 h prior to Xist induction for all experiments. IAA was maintained in the media at all times after initial addition. Degradation of PCGF3-AID-EGFP was monitored by western blot and IF.

### Nuclear extract

Cell pellets were washed with PBS and resuspended in 10 packed cell volume (PCV) buffer A (10 mM HEPES-KOH pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, with 0.5 mM DTT, 0.5 mM PMSF, and complete protease inhibitors (Roche) added fresh). After a 10 min incubation at 4 °C, cells were collected by centrifugation (1500*g*, 5 min, 4 °C) and resuspended in 3 PCV of buffer A + 0.1% NP40 (Sigma). After another 10 min incubation at 4 °C, nuclei were collected by centrifugation (400*g*, 5 min, 4 °C) and resuspended in 1 PCV buffer C (250 mM NaCl, 5 mM HEPES-KOH (pH 7.9), 26% glycerol, 1.5 mM MgCl_2_, 0.2 mM EDTA-NaOH, pH 8.0 with complete protease inhibitors (Roche) + 0.5 mM DTT added fresh). Five molar NaCl was added drop-wise to bring the concentration to 350 mM and the mixture was incubated for 1 h at 4 °C with occasional agitation. After centrifugation (16,100*g*, 20 min, 4 °C), the concentration of the supernatant was quantified using the Bio-Rad Bradford assay and stored at −80 °C until use.

### Western blot

Protein from nuclear extract was used for all experiments. Samples were separated on a polyacrylamide gel and transferred onto PVDF membrane by semi-dry transfer (15 V for 50 min). Membranes were blocked by incubating them for 1 h at room temperature in 10 ml TBS, 0.1% Tween (TBST) with 5% w/v Marvel milk powder. Blots were incubated overnight at 4 °C with the primary antibody (see Supplementary Table 3), washed four times for 10 min with TBST and incubated for 40 min with secondary antibody conjugated to horseradish peroxidase. After washing four times for 5 min with TBST, bands were visualised using ECL (GE Healthcare). Original western blot images are available from the Mendeley Data depository from this link [10.17632/52pjcxy486.1]

### Chromatin RNA-seq

Chromatin RNA was extracted from one confluent 15 cm dish of mESCs. Briefly, cells were trypsinised and washed in PBS. Cells were lysed on ice in RLB (10 mM Tris pH 7.5, 10 mM KCl, 1.5 mM MgCl_2_, and 0.1% NP40), and nuclei were purified by centrifugation through a sucrose cushion (24% sucrose in RLB). The nuclei pellet was resuspended in NUN1 (20 mM Tris pH 7.5, 75 mM NaCl, 0.5 mM EDTA, 50% glycerol), then lysed with NUN2 (20 mM Hepes pH 7.9, 300 mM, 7.5 mM MgCl_2_, 0.2 mM EDTA, 1 M Urea). Samples were incubated for 15 min on ice then centrifuged at 2800*g* to isolate the insoluble chromatin fraction. The chromatin pellet was resuspended in TRIzol by passing multiple times through a 23 gauge needle. Finally chromatin-associated RNA was purified through standard TRIzol/chloroform extraction followed by isopropanol precipitation. Samples were then treated with Turbo DNAse, and 500 ng–1 µg of RNA was used for library preparation using the Illumina TruSeq stranded total RNA kit (RS-122-2301). Libraries were quantified by qPCR with KAPA Library Quantification DNA standards (Kapa Biosystems, KK4903). Biological replicates for each experiment are listed in Supplementary Table 4. The libraries were pooled and 2 × 81 paired-end sequencing was performed using Illumina NextSeq500 (FC-404-2002).

### Native ChIP-seq

For calibrated native ChIP (H3K27me3 and H2AK119ub), 40 million ES cells and 10 million Drosophila SG4 Cells were carefully counted using a LUNA-II Automated Cell Counter (Logos Biosystems), pooled and lysed in RSB (10 mM Tris pH 8, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP40) for 5 min on ice with gentle inversion. Nuclei were resuspended in 1 ml of RSB + 0.25 M sucrose + 3 mM CaCl_2_, treated with 200 U of MNase (Fermentas) for 5 min at 37 °C, quenched with 4 µl of 1 M EDTA, then centrifuged at 5000 r.p.m. for 5 min. The supernatant was transferred to a fresh tube as fraction S1. The chromatin pellet was incubated for 1 h in 300 µl of nucleosome release buffer (10 mM Tris pH 7.5, 10 mM NaCl, 0.2 mM EDTA), carefully passed five times through a 27G needle and then centrifuged at 5000 r.p.m. for 5 min. The supernatant from this S2 fraction was combined with S1 as soluble chromatin extract. For each ChIP reaction, 100 µl of chromatin was diluted in Native ChIP incubation buffer (10 mM Tris pH 7.5, 70 mM NaCl, 2 mM MgCl_2_, 2 mM EDTA, 0.1% Triton) to 1 ml and incubated with antibody (see Supplementary Table 3) overnight at 4 °C. For H2AK119ub ChIP, all buffers were supplemented with 10 mM of the deubiquitinase inhibitor *N*-ethylmaleimide (Sigma, E3876-5G). Samples were incubated for 1 h with 40 µl protein A agarose beads pre-blocked in Native ChIP incubation buffer with 1 mg/ml BSA and 1 mg/ml yeast tRNA, then washed for a total of four times in Native ChIP wash buffer (20 mM Tris pH 7.5, 2 mM EDTA, 125 mM NaCl, 0.1% Triton) and once in TE. The DNA was eluted with 1% SDS and 100 mM NaHCO_3_, and was purified using the ChIP DNA Clean and Concentrator kit (Zymo Research).

Approximately 20–50 ng of ChIPed DNA was used for library prep using the NEBNext Ultra II DNA Library Prep Kit with NEBNext Single indices (E7645), and then further quantified by qPCR with KAPA Library Quantification DNA standards and SensiMix SYBR (Bioline, UK). The libraries were pooled and 2 × 81 paired-end sequencing was performed using Illumina NextSeq500.

### m6A-seq

m6A-seq was based on the method by Dominissini et al.^36^. Briefly, total RNA was extracted from pre-plated ES cells under reducing conditions using the RNeasy kit (Qiagen) and on-column DNase treatment as per the manufacturers’ instructions. RNA was fragmented by incubation for 5 min at 94 °C in thin-walled PCR tubes with fragmentation buffer (100 mM Tris-HCl, 100 mM ZnCl_2_). Fragmentation was quenched using stop buffer (200 mM EDTA, pH 8.0) and incubation on ice, before ensuring the correct size (50–100 bp) using 1.5% agarose gel electrophoresis. Three hundred and seventy-five micrograms of total RNA was incubated with 12.5 μg anti-m6A antibody (Synaptic Systems, 202 003), RNasin (Promega), 2 mM VRC, 50 mM Tris, 750 mM NaCl and 5% Igepal CA-630 in DNA/RNA low-bind tubes for 2 h before m6A containing RNA was isolated using 200 μl Protein A agarose beads (Repligen) per IP (pre-blocked with BSA). About 6.7 mM m6A (Sigma) was used to elute RNA from the beads. Input and eluate samples were EtOH precipitated, quantitated and pooled as libraries generated using TruSeq Stranded total RNA LT sample prep according to the manufacturer’s instructions, but excluding the fragmentation step. 50 bp or 75 bp single-end reads were obtained using Illumina NextSeq500 sequencer (Illumina, FC-404–2005).

### m6A HPLC-MS/MS quantification

mRNA was prepared from pre-plated ES cells using two sequential rounds of purification using the Dynabeads mRNA Direct kit (ThermoFisher, 61011) as per the manufacturer’s protocol. RNA samples were hydrolysed with DNA Degradase Plus™ (Zymo Research) supplied with 40 nM deaminase inhibitor erythro-9-Amino-β-hexyl-α-methyl-9H-purine-9-ethanol hydrochloride (Sigma-Aldrich) at 37 ˚C for 4 h. After hydrolysis, the enzymes were removed with Amicon Ultra-0.5 ml 10K centrifugal filters (Merck Millipore).

The HPLC-MS/MS analysis was carried out with 1290 Infinity LC Systems (Agilent) coupled with a 6495B Triple Quadrupole Mass Spectrometer (Agilent). A ZORBAX Eclipse Plus C18 column (2.1 × 150 mm, 1.8-μm; Agilent) was used. The column temperature was maintained at 40 ˚C, and the solvent system was water containing 10 mM ammonium acetate (pH 6.0, solvent A) and methanol (solvent B) with 0.4 ml/min flow rate. The gradient was: 0–5 min; 0 solvent B; 5–8 min; 0–5.63% solvent B; 8–9 min; 5.63% solvent B; 9–16 min; 5.63–13.66% solvent B; 16–17 min; 13.66–100% solvent B; 17–21 min; 100% solvent B; 21–24.3 min; 100–0% solvent B; 24.3–25 min; 0% solvent B. The dynamic multiple reaction monitoring mode (dMRM) of the MS was used for quantification. The source-dependent parameters were as follows: gas temperature 230 ˚C, gas flow 14 L/min, nebuliser 40 psi, sheath gas temperature 400 ˚C, sheath gas flow 11 L/min, capillary voltage 1500 V in the positive ion mode, nozzle voltage 0 V, high pressure RF 110 V and low pressure RF 80 V, both in the positive ion mode. The fragmentor voltage was 380 V for all compounds.

Nucleosides were quantified using the precursor ion to product ion *m*/*z* transitions of 268 → 136 for A, and 282 →  150 for m6A. The retention time for A and m6A is 14.9 ± 2 and 18.4 ± 2 min, respectively. The cell accelerator voltage was set at 4 V and the collision energy was set at 8 V for A and 16 V for m6A. Quantification of the m6A/A ratio was calculated using the calibration curves generated with nucleoside standards running within the same run.

### iXist-Chr3 integration site identification

To determine the integration locus of the inducible Xist transgene in Chromosome 3, over 500 million paired-end reads from all ChIP-seq experiments were combined and mapped to the mm10 mouse genome. All read pairs which could not be mapped were then used for further analysis. Paired reads where one mapped to Chr3 and the other to the plasmid containing the Xist transgene were identified and quantified. The region in Chr3 that contained the highest concentration of these chimeric reads was Chr3:125.8097–125.8145MB. The integration site was also confirmed by using combined reads from previously generated ATAC-seq data^10^.

### Chromatin state segregation by ChromHMM

Using mESC ENCODE ChIP-seq data for various histone modifications and transcription factors, we defined 12 chromatin states (strong enhancer, promoter, gene body, etc) by ChromHMM (v1.11)^35^ following the instructions given at [https://github.com/guifengwei/ChromHMM_mESC_mm10] (state 1: CTCF-binding; state 2: Intergenic_Region; state 3: Heterochromatin; state 4: Enhancer; state 5: RepressedChromatin; state 6: BivalentChromatin; state 7: ActivePromoter; state 8: StrongEnhancer; state 9: TranscriptionTransition; state 10: TranscriptionElongation/GeneBody; state 11: Weak/poised_Enhancer; state 12: LowSignal/RepetitiveElements). ChromHMM was used to determine the chromatin state of each gene based on 2 kb flanking either side of the TSS. When multiple transcripts were annotated, we chose the TSS used for the highest number of unique transcripts, or one at random if multiple TSSs were equally frequent. When multiple chromatin states were present in the TSS ± 2 kb region, the predominant state was assigned to the gene.

### RNA-seq data analysis

The following analysis strategy was used for Chromatin RNA-seq and mRNA-seq. The RNA-seq data mapping pipeline was similar to our previous study^10^. Briefly, the raw fastq files of read pairs were first mapped to an rRNA build by bowtie2 (v2.3.2)^48^ and rRNA-mapped reads discarded. The remaining unmapped reads were aligned to the “N-masked” genome (from mm10 coordinates) with STAR (v2.4.2a) using parameters “–outFilterMultimapNmax 1 –outFilterMismatchNmax 4 –alignEndsType EndToEnd” for all the sequencing libraries^49^. Unique alignments were retained for further analysis. We made use of 23,005,850 SNPs between Cast and 129S genomes and employed SNPsplit (v0.2.0; Babraham Institute, Cambridge, UK) to split the alignment into distinct alleles (Cast and 129S) using the parameter “–paired”. The (allelic) read numbers were counted by the program featureCounts (-t transcript -g gene_id -s 2)^50^ and the alignments were sorted by Samtools^51^. BigWig files were generated by Bedtools^52^ and visualised by IGV^53^ or UCSC Genome Browser. For biallelic analysis, counts were normalised to one million mapped read pairs (as CPM) by the edgeR R package. Genes with at least 10 SNP-covering reads across all the samples were further taken to calculate the allelic ratio of $${\mathrm{Xi}}/({\mathrm{Xi}} + {\mathrm{Xa}})$$, where Xi and Xa indicate inactive and active allele, respectively.

In the iXist-Chr3 XY cell line the inducible Xist transgene expresses from the Cast allele, whereas in the iXist-ChrX XX line the endogenous Xist from the 129S1 allele is induced (see Fig. 1a). For some purposes we also used data from ChrRNA-seq performed in a reciprocal cell line iXist-ChrX XX C7H8 in which endogenous Xist from the Cast allele is induced. 

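For C7H8, 2 NoDox and 2 Dox ChrRNA-seq libraries of undifferentiated cells after 1 day of induction were analysed here. The authors deposited the allelic ratio of 464 genes along the whole of chromosome X, with the Cast allele as Xi, and no read numbers, so the depth per gene is unknown. Replicate libraries differed gene by gene with a standard deviation of 0.0694 to 0.0697. The median ratio was 0.459 ± 0.00304 (SD, n = 2) in NoDox and 0.273 ± 0.00624 (SD, n = 2) in Dox (exact two-sided permutation test, p = 0.33, the smallest that 2 against 2 allow). The median silencing was -0.162, with -0.168 and -0.161 in the Dox libraries. By limma on these 4 libraries alone, 362 genes (78.0%) were silenced at an adjusted p under 0.05 and 2 were raised. The raised genes, named after their values were seen, were *Suv39h1* with a z of 0.0658 and *Xist* with a z of 0.151. High silencing was reached by 170 genes, low silencing by 255 and weak or no silencing by 39. In the 178 genes beyond the range of the iXist-ChrX table the median z was -0.187, and in the other 286 genes it was -0.150.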

Silencing is primarily quantified in all cell lines i.e. wild-type Xist, Xist mutants, and Xist-interacting factor KOs by the difference in allelic ratios between uninduced and induced samples, such that

$$\mathrm {Gene}\;\mathrm {silencing}\;\left( z \right) = \left[ {\frac{{\mathrm{{Xi}}}}{{{\mathrm{{Xi + Xa}}}}}} \right]_{\mathrm{{Dox}}} - \left[ {\frac{{{\mathrm{{Xi}}}}}{{\mathrm{{Xi + Xa}}}}} \right]_{{\mathrm{{NoDox}}}}$$

For further comparisons, we set thresholds of *z* > −0.05, −0.05 < *z* < −0.2, *z* < −0.2 to represent genes demonstrating weak/no, low, and high silencing respectively. Additionally, original levels of gene expression for each cell line were calculated as FPKM by Cuffnorm (v2.2.1)^54^, and used to further categorise genes into three graded expression groups (E1 < E2 < E3) with the same number of genes per group.

Data generated in Suz12 KO lines and corresponding wild-type iXist-Chr3 after 3 days in differentiation media were processed with the same pipeline as above. The *p* values were calculated by Student’s *T*-test based on the three biological replicates with 0.05 as the significance cutoff, and additional Repression Score (RS) analysis was performed as our previous study^10^.

PCA analysis was performed by R function prcomp and plotted with the R package ggplot2.

### Native ChIP-seq calibration and data analysis

For ChIP-seq experiments quantitatively calibrated with Drosophila SG4 cells, raw fastq read pairs were mapped to the “N-masked” mm10 genome concatenated with the dm6 genome sequence by STAR (v2.4.2a)^49^ using the same parameters as for RNA-seq data with the additional parameter “–alignIntronMax 10”. Allelic split of mm10-mapped reads was conducted by SNPsplit as for RNA-seq. We then normalised the mm10-mapped reads to spiked-in Drosophila library size, and scaled down the WT sample to 10 million reads and the other calibrated samples by the same factor, for processing by Bedtools^52^ into bedGraph files for normalised signal. All the parameters and normalisation intermediates can be found in the Source Data. We calculated absolute gain of H3K27me3 and H2AK119ub upon Xist induction by the formula $$({\mathrm{{Xi - Xa}}})_{\mathrm{{Dox}}} - ({\mathrm{{Xi - Xa}}})_{\mathrm{{NoDox}}}$$ for further analysis and visualisation as BigWig files. Custom scripts (ExtractInfoFrombedGraph_AtBed.py) were used to extract values from sorted bedGraph files for different regions (e.g. 250 kb windows or ChromHMM annotations), with signal from regions of different sizes comparable by FPKM. Metagene profiles for pre-active and pre-H3K27me3 gene sets were generated by DANPOS^55^ with “–bin_size 50” and otherwise default parameters. To calculate the significance of Polycomb mark gain between pre-active and pre-H3K27me3 genes, we computed the average signal (by UCSC utility: bigWigAverageOverBed) from gene body regions, respectively. The signal of Polycomb gain across the intragenic regions of each group were compared, and significant levels were calculated by Wilcoxon rank-sum test.

### m6A-seq data analysis

For conventional m6A-seq data, first we removed the rRNA reads computationally by mapping the single-end reads to the mouse rRNA build with Bowtie2 (ref. ^48^). The remaining unmapped reads were then aligned to mm10 genome by STAR (v2.4.2a)^49^ with “–single-end” mode. BigWig files were generated by Bedtools^52^ and normalised to 10 million mapped reads (Generate_BigWig_from_RNA_seq_Bam_mm10.sh), and then visualised in IGV or UCSC.

### HiChIP data analysis and virtual 4C

To integrate the data of higher order chromosome structure in mESCs, we downloaded two biological replicates of cohesin HiChIP-seq data in mESCs^34^ and processed data according to the HiC-Pro pipeline^56^. The Xist loci in iXist-Chr3 and iXist-ChrX were used as viewpoints for virtual 4C visualisation at 1 MB resolution across Chr3 or ChrX. For comparison we also extracted calibrated ChIP-seq signal of H3K27me3 and H2AK119ub gain averaged at 1 MB resolution across Chr3 or ChrX. The correlations between Xist virtual 4C and ChIP-seq or RNA-seq were calculated using these 1 MB windows across the chromosome excluding the regions containing Xist locus as well as its flanking 10 MB.

### Machine learning

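The silencing that the classifier was trained on can be set beside distance for the C7H8 line. Across the 464 genes, which are not independent replicates, the Spearman correlation between z and the distance from *Xist* was 0.230 on average over the Dox libraries at 1 day (0.224 and 0.236), so silencing weakened with distance. It was 0.208 over the 379 genes more than 10 Mb away. The median z was -0.195 for the 85 genes within 10 Mb of *Xist* and -0.137 for the 186 genes beyond 50 Mb. Silencing in C7H8 at 1 day correlated with that in WT iXist-ChrX cells at 6 days over the 254 genes that both lines list, with a Spearman correlation of 0.413 across genes and values between 0.290 and 0.470 for the 6 pairs of a C7H8 and a WT Dox library. It fell to 0.316 without replicate 1 of C7H8. The NoDox libraries of the lines were separate, so no control was shared. Contact maps, chromatin features and the classifier itself were not analysed here.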

The random forest classifier in the h2o R package (https://github.com/h2oai/h2o-3) was implemented to train models (key parameters: ntrees = 50, keep_cross_validation_predictions = T, nfolds = 5) for predicting the silencing efficiency (“High” vs “Low” silenced on the basis of above or below the median of silencing degree; i.e. 1 vs 0 in the training, validation and testing matrices) in both iXist-Chr3 and iXist-ChrX C7H8 line (Xist was expressed in Cast allele under the engineered TetOn promoter). Three types of features based on different characteristics of genes were used as inputs. (1) Gene expression. Original gene expressed level (FPKM), which was calculated from Cuffnorm program (v2.2.1)^54^. Each gene was assigned a value from 0 to 1 using two different strategies. In the first method, the highest expressing gene was normalised to one and the rest scaled down accordingly. In the second method, genes were ranked based on expression level, the highest expressing gene was assigned 1 and the lowest assigned 0 with the rest evenly distributed between 0 and 1. (2) Distance from the Xist locus for each gene. Genomic distance (2D) from the Xist locus was calculated as $$1 - |\frac{{{\mathrm{{Xist}}}\_{\mathrm{{locus}}} - {\mathrm{{gene}}}\_{\mathrm{locus}}}}{{{\mathrm{{Xist}}}\_{\mathrm{{locus}}}}}|$$. Additionally, topological distance to Xist locus (3D) was calculated from Xist virtual 4C^34^, described as above, then normalised to the highest value to scale down to range 0–1. (3) Epigenetic state. Given that gene expression is tightly coordinated by epigenetic setting, we extracted and calculated the proportion of each chromatin state from 4 kb surrounding the TSS regions covering all the isoforms, characterised by ChromHMM^35^ as above. For genes containing multiple TSSs, the proportion of each chromatin state within a composite of 4 kb TSS regions was used and weighted according to frequency of TSS usage. The epigenetic state encompassed 12 features, each of ranging from 0 to 1, representing the fraction of each chromatin state in the TSS regulatory region.

### Correlation between gene silencing and virtual 4C data

The topological distance to Xist locus was calculated from the cohesin HiChIP-seq data^34^, and then scaled down to range 0–1 as described above. The degree of silencing was calculated for each 1 MB genomic window as the ratio of expressed reads from this window $$\left( {{\mathrm{Xi}}/({\mathrm{Xi}} + {\mathrm{Xa}})} \right)$$. The raw counts for each 1 MB window were calculated by featureCounts without strand specificity^50^. For each factor knockout or Xist region deletion, biological replicates were averaged (Supplementary Table 4), and silencing scores $$\left( {\left[ {\frac{{{\mathrm{{Xi}}}}}{{\mathrm{{Xi + Xa}}}}} \right]_{{\mathrm{{Dox}}}} - \left[ {\frac{{\mathrm{{Xi}}}}{{\mathrm{{Xi + Xa}}}}} \right]_{{\mathrm{{NoDox}}}}} \right)$$ across the chromosome were calculated as above. Only 1 MB genomic windows that contain both valid virtual 4C value and at least 20 allelic reads were considered. The correlation was calculated in R by the “Spearman” method.

### Silencing preference on pre-active and pre-H3K27me3 marked genes

We examined the silencing deficiency in gene sets with different pre-existing chromatin epigenetic signatures, i.e. pre-active and pre-H3K27me3 marks. Based on the aforementioned ChromHMM annotation, 180 and 45 genes are annotated as pre-active and pre-H3K27me3 marked genes, respectively. We employed one-sided Wilcoxon rank-sum tests to examine significance with the hypothesis that factor knockout or Xist sequence deletion will cause silencing deficiency. To eliminate the discrepancy in gene number between the two sets, we permutated 180 times by random sampling 45 genes from pre-active gene sets, and then performed the statistics. The range of significance level was the standard deviation of these 180 statistical analyses (Fig. 7).

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source data

## Data Availability

High-throughput sequencing data (ChrRNA-seq, m6A-seq, ChIP-seq) generated in this study have been deposited at GEO under accession number GSE119607. Original unprocessed gel images in this manuscript have been deposited to Mendeley Data and are available following this link [10.17632/52pjcxy486.1]. Raw data used for ChIP-seq calibration and raw data underlying all reported averages in graphs and charts are provided as a Source Data File. All other relevant data supporting the key findings of this study are available within the article and supplementary files or from the corresponding author upon reasonable request.

# Supplementary material for: Systematic allelic analysis defines the interplay of key pathways in X chromosome inactivation
**Source:** Nat Commun. 2019 Jul 16;10:3129. doi: 10.1038/s41467-019-11171-3
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Materials:**

### **Systematic Allelic Analysis Defines the Interplay of Key Pathways in X Chromosome Inactivation**

Nesterova *et al.* 2019

Developmental Epigenetics, Department of Biochemistry, University of Oxford

## **Contents:**

Supplementary Figures 1-8

Supplementary Tables 1-4

Supplementary references

# Supplementary Figure 1

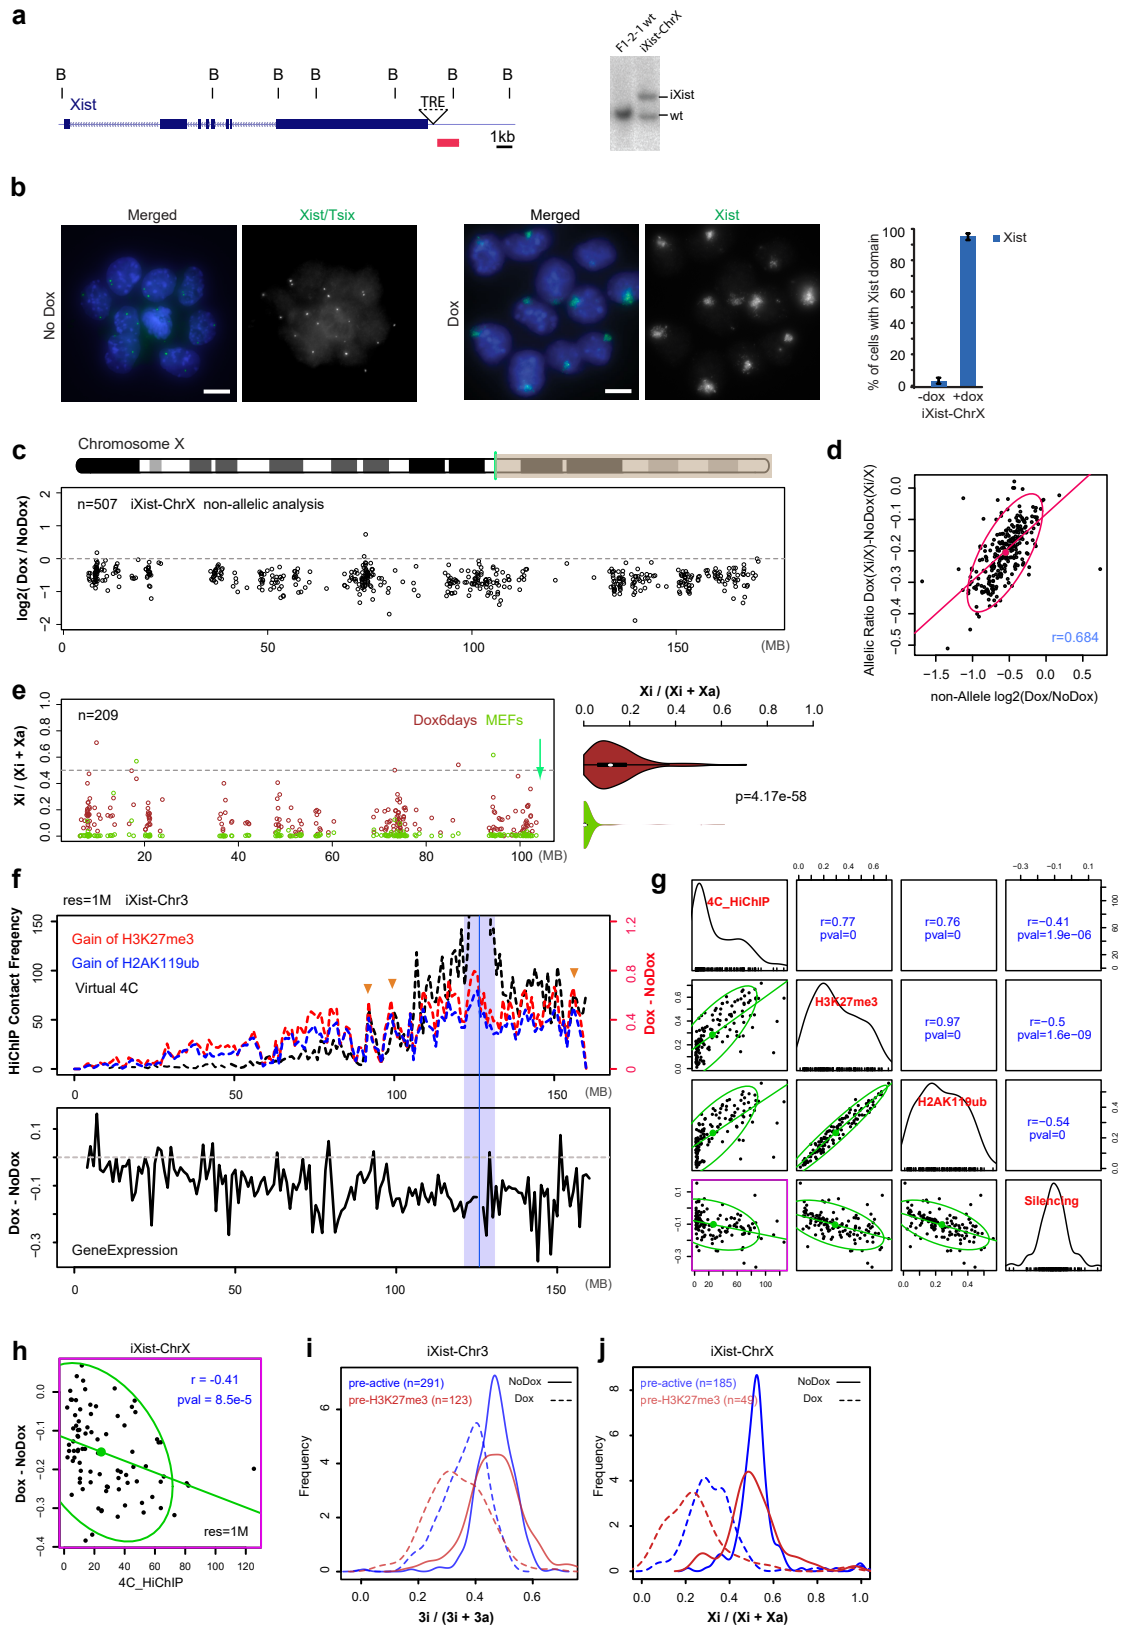

**Supplementary Fig. 1. Supporting data for Fig. 1.** **a**, Schematic illustrating exon/intron structure of Xist locus and insertion of TRE upstream of Xist exon 1 generated by CRISPR/Cas9-mediated homologous recombination. Integration site is indicated by a triangle; B, BamHI site; red bar is a Southern blot probe. Southern blot besides the schematic illustrates a changed size fragment of one of two Xist alleles, consistent with integration of TRE sequence in iXist cell line. Original Southern blot image is available from the Mendeley Data depository from this link [<http://dx.doi.org/10.17632/52pjcx486.1>]. **b**, Example of RNA FISH analysis of Xist RNA (green) in iXist-ChrX cells without doxycycline induction (two left panels, Xist/Tsix) and after 1 day of doxycycline induction (two right panels). DNA is counterstained with DAPI (blue). Scale bar is 10 $\mu$ m. Bar chart on the right shows proportion of cells with Xist RNA domains in control (-dox) and after 1 day of doxycycline induction (+dox) based on scoring >200 cells in four independent experiments. Error bar indicates standard deviation. **c**, Gene silencing in iXist-ChrX cells after 1 day of Xist RNA induction as determined by non-allelic analysis. Grey shading on ChrX ideogram highlights distal region where informative SNPs are not present. Mean value of allelic ratio for each gene was calculated from biological replicates as detailed in Methods. Green line on ChrX ideogram indicates location of the Xist locus. **d**, Correlation analysis comparing genes proximal to Xist in iXist-ChrX cells analysed either by allelic or non-allelic methodology. Red oval indicates 95% of gene population. **e**, Comparison of silencing in iXist-ChrX cells after 6 days of Xist RNA induction with published dataset showing silencing in Cast x FVB XX somatic (MEF) line<sup>1</sup>, shown for genes proximal to Xist locus. Mean value of difference of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Methods. Data are summarised in the violin plot to the right. p-values are calculated using one-sided Wilcoxon rank sum test. **f**, Representation of iXist-Chr3 Xist transgene locus (blue line) 4C-HiChIP contact frequency (black dashed line) together with allelic H3K27me3 and H2AK119ub gain following 1 day of Xist RNA induction. Red arrowheads indicate selected highly correlated regions. Allelic silencing is plotted below. **g**, Correlation analysis showing relationship between 4C-HiChIP, gain of H3K27me3 and H2AK119ub, and allelic silencing in iXist-Chr3 cells after 1 day of Xist RNA induction. Correlation for 4C-HiChIP with silencing ( $r=-0.41$ ) is highlighted (red box). **h**, Correlation between allelic silencing and proximity to Xist locus (determined from published 4C-HiChIP data) in iXist-ChrX cells after 1 day of Xist RNA induction. Green oval indicates 95% of gene population. **i**, **j**, Allelic repression with/without 1 day of Xist RNA induction determined for Chr3 (**i**) and ChrX (**j**) genes were grouped as having pre-existing active (pre-active) or H3K27me3 (pre-H3K27me3) chromatin signature.

Supplementary Figure 2

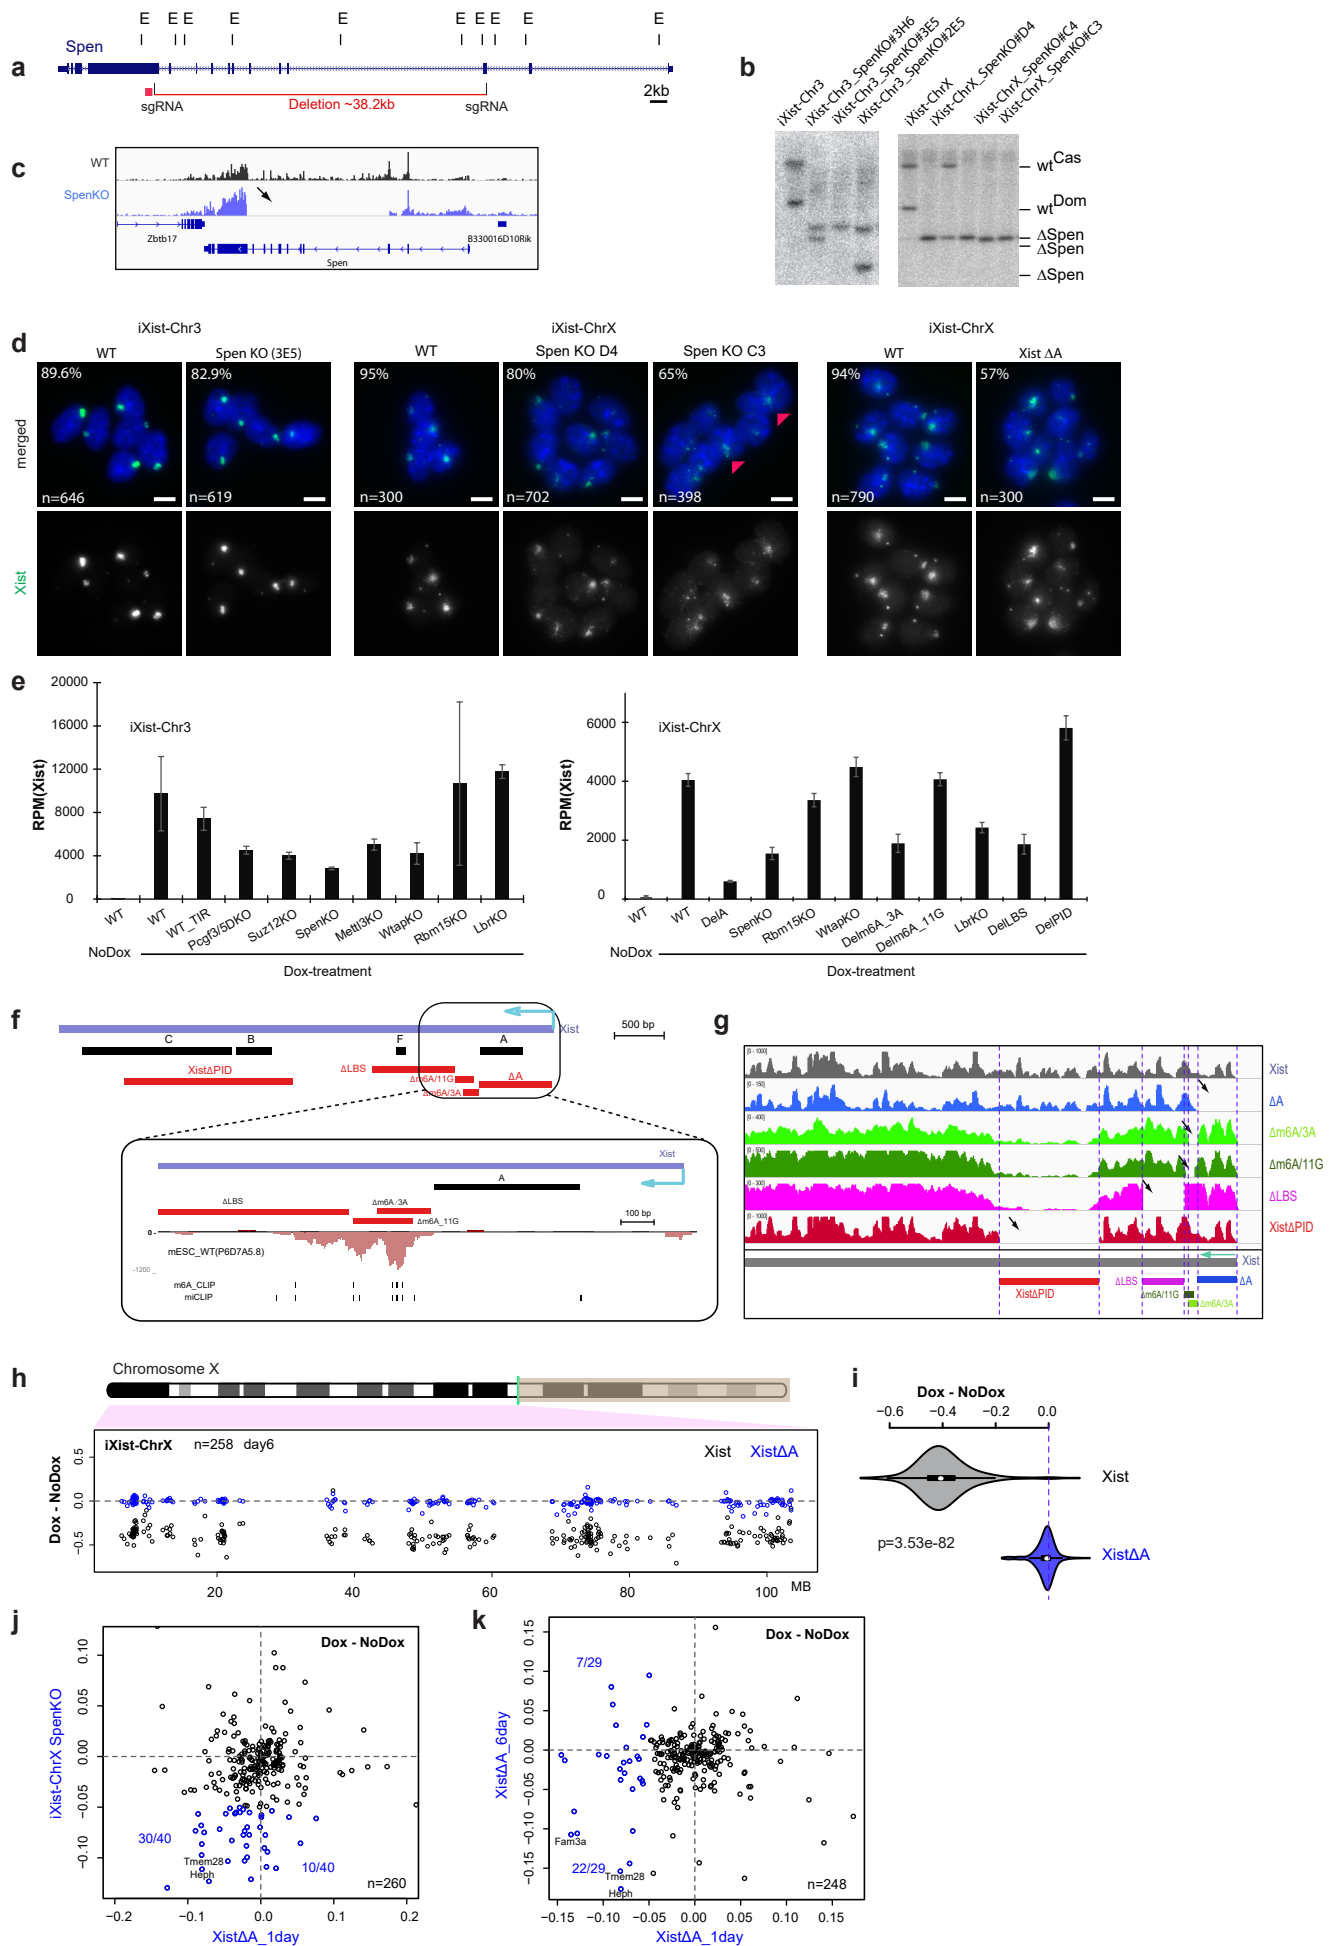

**Supplementary Fig. 2. Supporting data for Fig. 2.** **a**, Schematic illustrating exon/intron structure of *Spen* gene and position of the deletion generated by CRISPR/Cas9 mutagenesis. Location of sgRNAs is shown below the gene schematic. E, EcoRV site; red bar indicates the position of the Southern blot probe. **b**, Southern blot illustrating disappearance of wild type fragments in *Spen* mutant cell lines. Note that domesticus and castaneus strains have different fragment mobility due to sequence polymorphism. Original Southern blot image is available from the Mendeley Data depository from this link [<http://dx.doi.org/10.17632/52pjcx486.1>]. **c**, UCSC screenshot illustrating lack of sequencing reads for the deleted region obtained from chromatin RNA sequencing of the cell lines. **d**, Representative images of RNA FISH analysis showing Xist RNA domains (green) in iXist-Chr3, iXist ChrX and derivative mutant cell lines as indicated. Percentage of cells with Xist domains and the number of cells scored for each cell line is shown. DNA is counterstained with DAPI (blue). Scale bar is 10µm. Arrowheads on *Spen* KO image indicate cells with diffuse Xist RNA domain. **e**, Xist RNA levels after 1 day of induction determined from ChrRNA-seq experiments and expressed as RPM(Xist) for iXist-Chr3 (left) and iXist-ChrX (right) and derivative mutant mESC lines. Error bars indicate s.e.m. **f**, Schematic showing the proximal region of the *Xist* gene indicating the location of different deletions generated in iXist-ChrX cells. The *Xist* promoter (cyan arrow) is shown for reference. Below zoomed-in region is m6A-seq data indicating the prominent m6A region in Xist RNA. Individual m6A sites determined by m6A-CLIP<sup>2</sup> and miCLIP<sup>3</sup> are also denoted. **g**, UCSC screenshot illustrating lack of sequencing reads in expected regions for the different Xist deletions generated by CRISPR/Cas9 mutagenesis. Data is obtained from chromatin RNA sequencing of the cell lines. Regions deleted in specific mutations are shown underneath and colour-coded the same as corresponding sequencing tracks. Arrows indicate the deletion regions. Reduced number of reads in XistPID region is due to low mappability of the reads over the B/C repetitive sequence. **h**, Allelic silencing across ChrX after 6 days of Xist RNA induction in WT and XistΔA mESCs. Mean value of difference of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Methods. Green line on ChrX ideogram indicates location of the *Xist* locus. **i**, Violin plot summarising data in **(h)**. p-values were calculated using one-sided Wilcoxon rank sum test. **j**, Comparison showing silencing level for genes that are repressed in *Spen* KO (blue) after 1 day of Xist RNA induction in XistΔA mESCs. **k**, Comparison showing silencing level for genes that are repressed in XistΔA (blue) after 1 day and 6 days of Xist RNA induction in XistΔA mESCs.

# Supplementary Figure 3

**a**

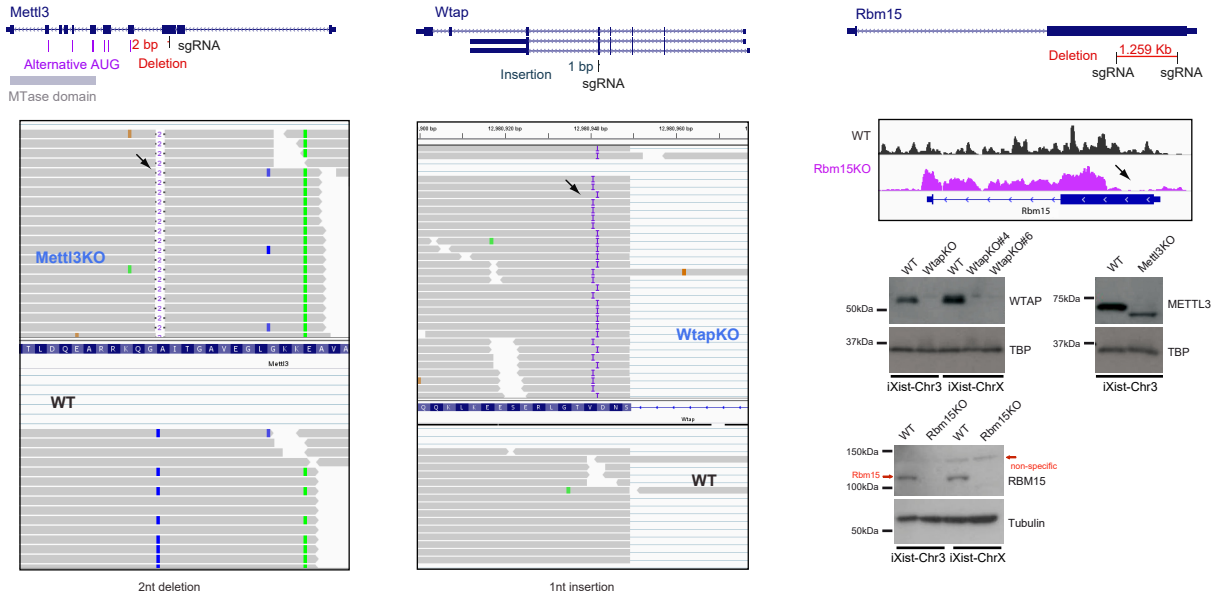

**b**

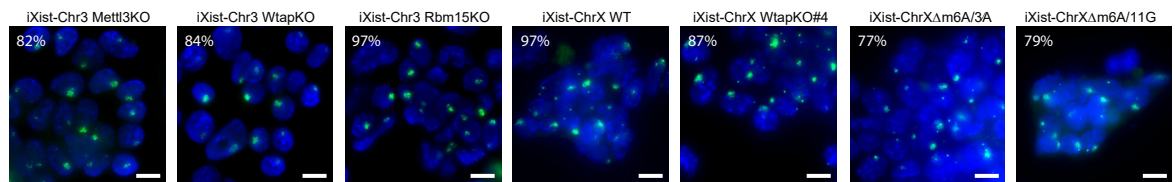

**c**

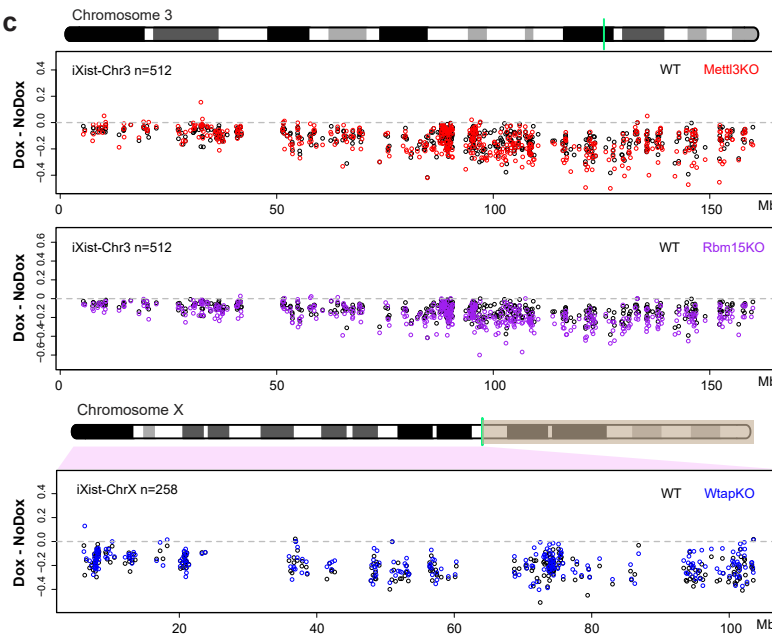

**d**

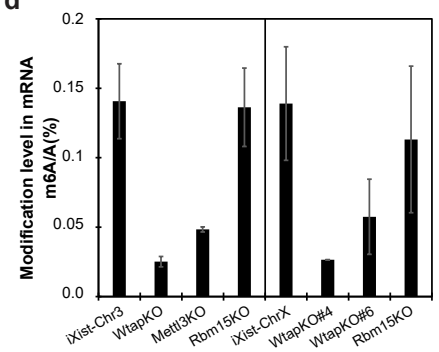

**e**

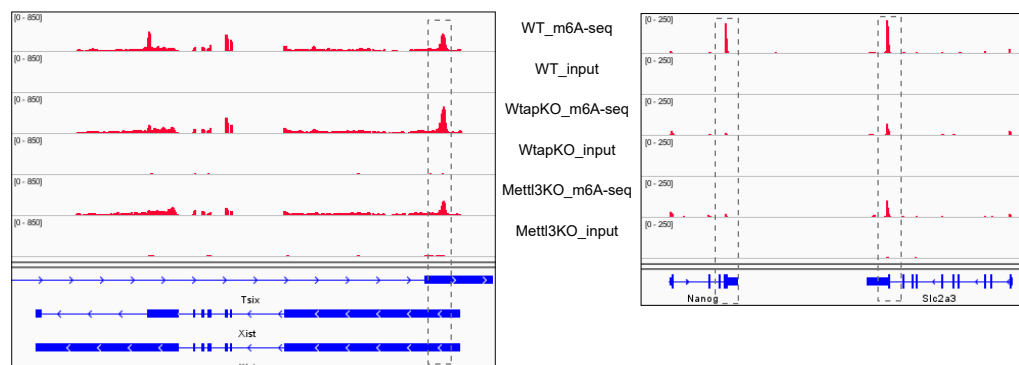

**Supplementary Fig. 3. Supporting data for Fig. 3.** **a**, Schematics illustrating mutations in *Mettl3*, *Wtap* and *Rbm15* genes generated by CRISPR/Cas9 mutagenesis. Black vertical bars indicate location of sgRNA complementary sequence. Vertical bars indicate alternative AUG in *Mettl3* gene potentially giving rise to truncated catalytically active protein product. IGV browser screenshots illustrating chromatin RNA sequencing data across the *Mettl3* and *Wtap* genes are shown below corresponding gene schematic. UCSC screenshot illustrating almost complete lack of sequencing reads over the *Rbm15* deletion is shown underneath *Rbm15* schematic. Data is obtained from chromatin RNA sequencing of the cell lines. Western blot analysis of the *Mettl3*, *Wtap* and *Rbm15* in corresponding mutant cell lines compared to the parental cell lines, iXist-Chr3 or iXist-ChrX. Lamin B and  $\alpha$ -tubulin western blots are included as loading controls. Molecular weight markers are shown on the left. **b**, Representative RNA FISH images showing Xist RNA domains (green) in different iXist-Chr3 and iXist-ChrX mutant lines as indicated. Percentage of cells with Xist domains for each cell line is shown. At least 100 cells was scored for each line. DNA is counterstained with DAPI (blue). Scale bar is 10  $\mu$ m. **c**, Allelic silencing across Chr3 after 1 day of Xist RNA induction in WT compared to *Mettl3* mutant (KO) (top), in WT compared to *Rbm15* null (KO) iXist-Chr3 mESCs (middle), and for *Wtap*KO across ChrX in iXist-ChrX cells (bottom). Mean value of difference of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Methods. Green lines on Chr3 and ChrX ideograms indicate location of the Xist transgene/locus. **d**, Levels of m6A in mRNA from iXist-Chr3 and iXist-ChrX mESCs and indicated mutant cell lines determined by LC-MS/MS. Two independent iXist-ChrX *Wtap*KO cell lines were analysed. Error bars indicate variation between two biological replicates. **e**, IGV browser screenshots illustrating m6A-seq data across the *Xist* locus (left) and *Nanog* and *Slc2a3* loci (right) in WT iXist-Chr3 mESCs and derivative *Wtap* KO and *Mettl3* KO as indicated. Dotted boxes indicate major m6A peaks.

# Supplementary Figure 4

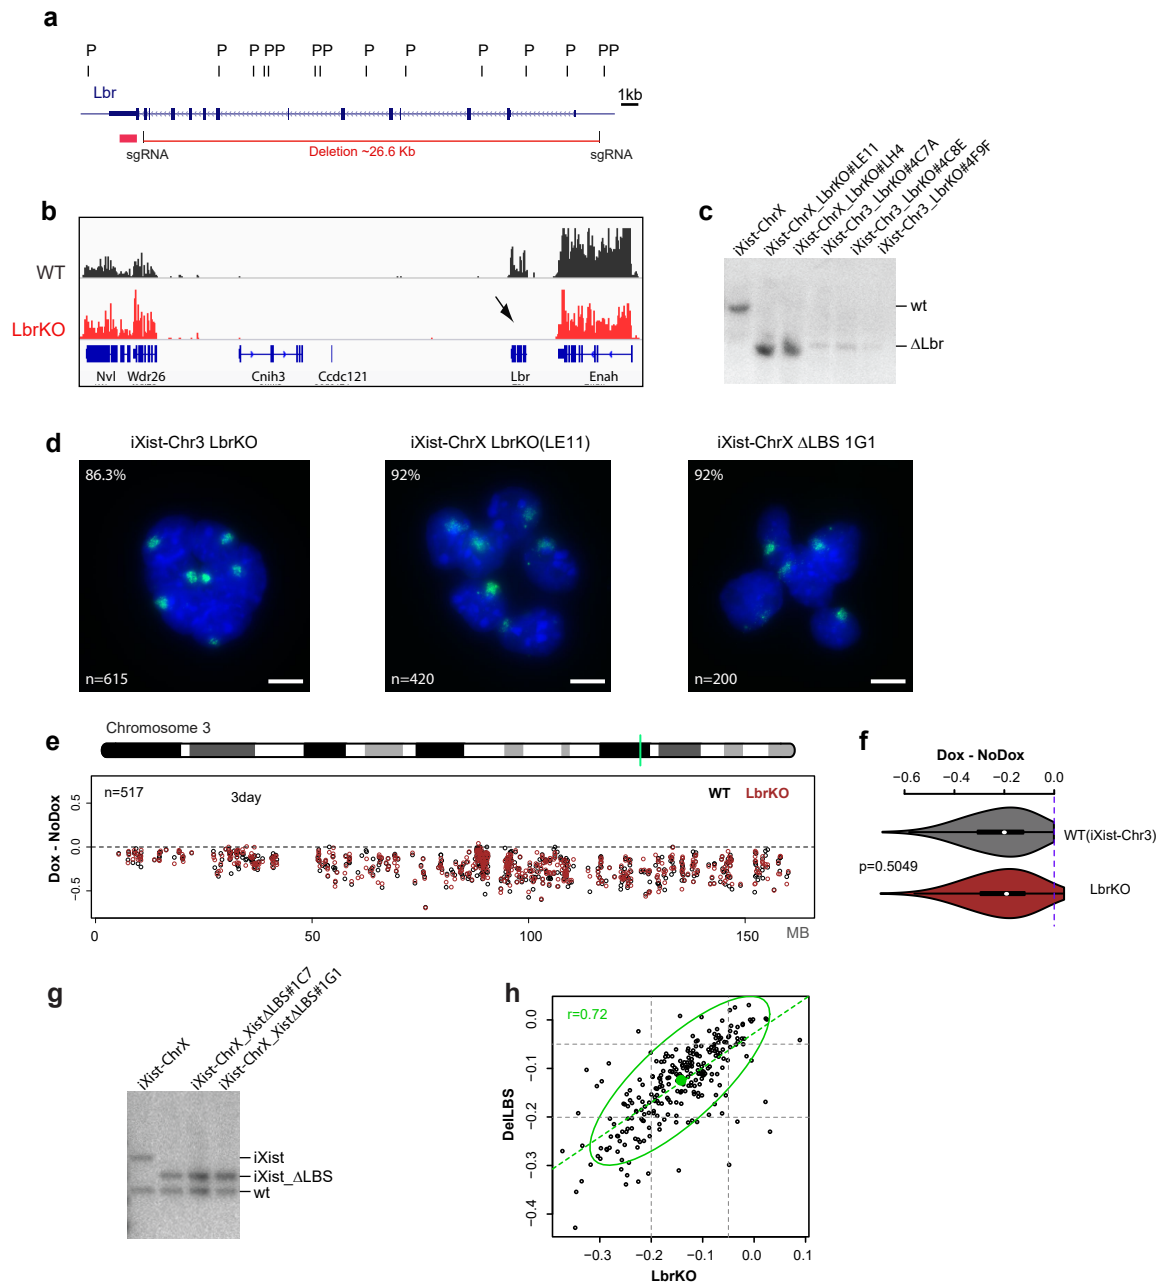

**Supplementary Fig. 4. Supporting data for Fig. 4.** **a**, Locus map of the *Lbr* gene showing the location of the deletion generated by CRISPR/Cas9 mutagenesis. P, PvuII site; red bar indicates the position of the Southern blot probe. **b**, UCSC screenshot illustrating lack of sequencing reads for the *Lbr* gene obtained from chromatin RNA sequencing of the cell lines. **c**, Southern blot illustrating disappearance of wild type fragment in *Lbr* mutant cell lines. **d**, Representative RNA FISH images showing Xist RNA domains (green) in different iXist-Chr3 and iXist-ChrX mutant lines as indicated. Percentage of cells with Xist domains and the number of cells scored for each cell line is shown. DNA is counterstained with DAPI (blue). Scale bar is 10  $\mu$ m. **e**, Allelic silencing across Chr3 after 3 days of Xist RNA induction in WT compared to *Lbr* null (KO) iXist-Chr3 mESCs. Mean value of difference of allelic ratio for each gene with an informative SNP was calculated from biological replicates as detailed in Methods. Green line on Chr3 ideogram indicates location of the Xist transgene. **f**, Violin plot summarising data from **(e)**. p-values were calculated using one-sided Wilcoxon rank sum test. **g**, Southern blot illustrates a reduced size fragment of the Xist alleles carrying TRE promoter, consistent with deletion of the LBS element in iXist-ChrX\_Xist $\Delta$ LBS cell lines. See schematic in Supplementary Fig.1a for the position of the restriction sites and Southern blot probe. All original Southern blot images are available from the Mendeley Data depository from this link [<http://dx.doi.org/10.17632/52pjcxy486.1>]. **h**, Correlation of gene silencing in *Lbr* null and Xist $\Delta$ LBS mESCs. Green oval represents 95% of the gene population.

## Supplementary Figure 5

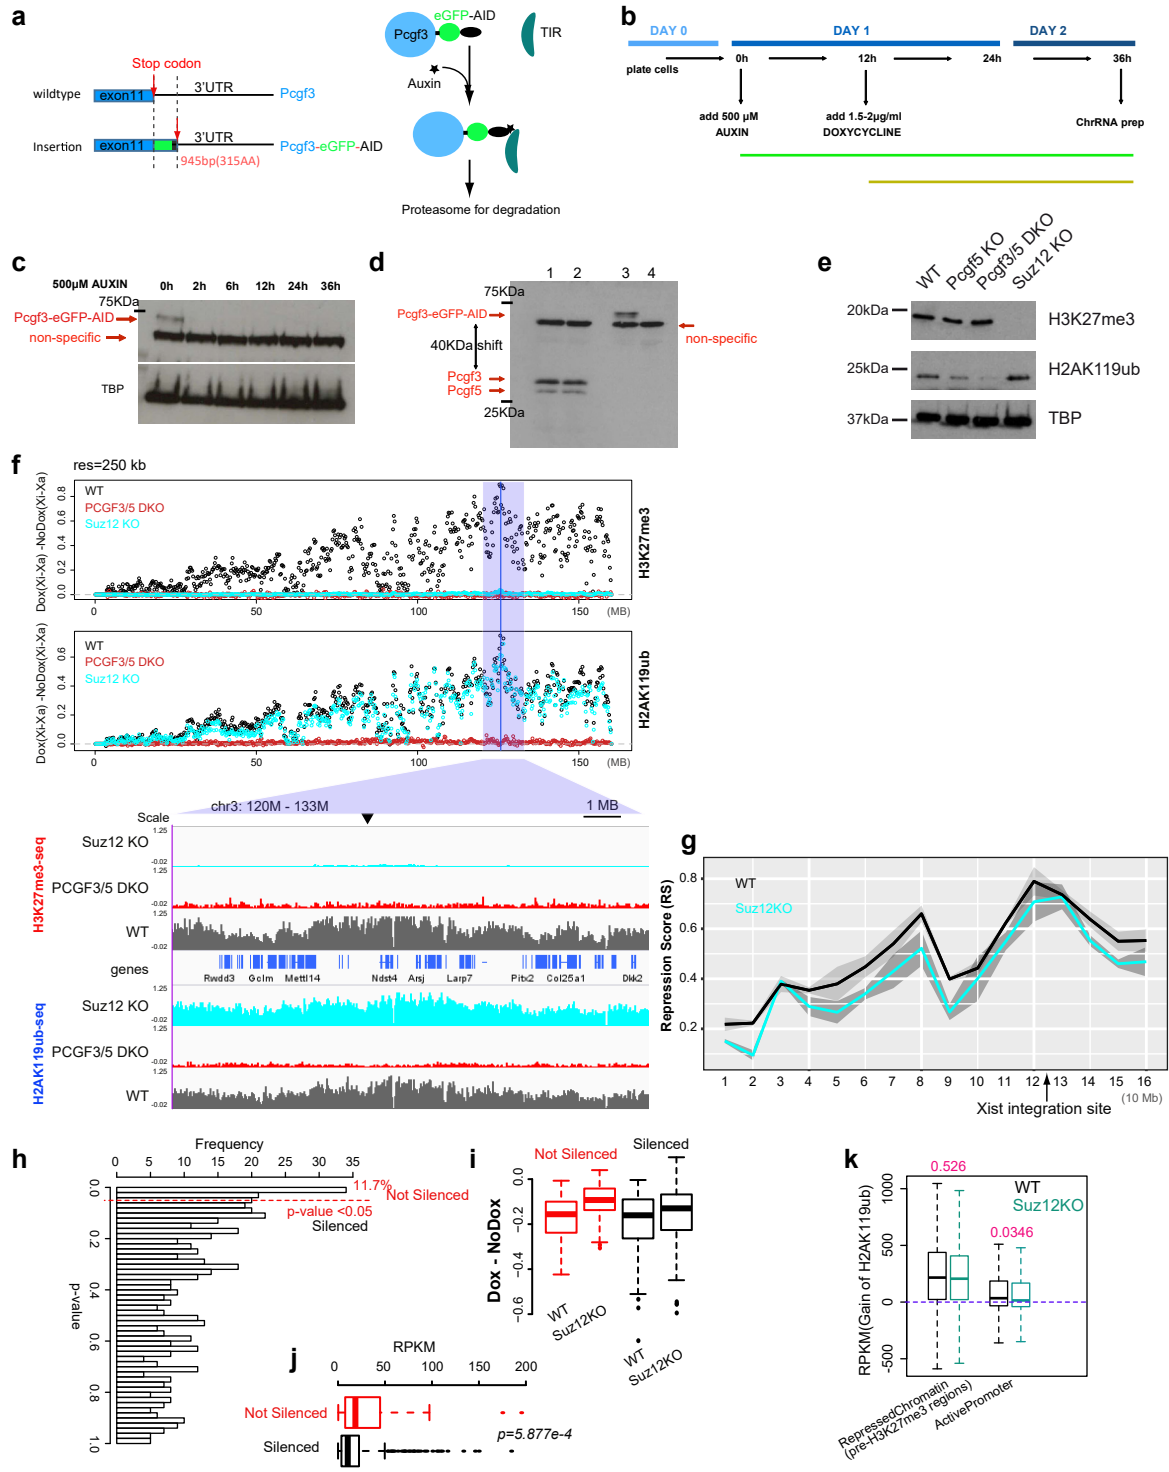

**Supplementary Fig. 5. Supporting data for Fig. 5.** **a**, Strategy for tagging *Pcgf3* exon 11 with an in frame GFP-AID tag. **b**, Schematic for PCGF3 degradation showing Auxin treatment (green line) and Xist RNA induction (yellow line) time windows. **c**, Western blot illustrating that degradation of PCGF3 in *Pcgf3/5* DKO mESCs occurs within 2 hours of addition of Auxin. TBP is a loading control. **d**, PCGF3 + PCGF5 western blot in WT iXist-Chr3 mESCs (lanes 1 and 2), and in *Pcgf3/5* DKO mESCs (lanes 3 and 4). Auxin was added for 36h (lanes 2 and 4). **e**, Western blot showing global H3K27me3 and H2AK119ub levels in cell lines as indicated. DKO is post-Auxin treatment. TBP is a loading control. **f**, Gain of H3K27me3 (top) and H2AK119ub (bottom) on Chr3 determined by calibrated allelic ChIP-seq after 1 day of Xist RNA induction in WT, *Pcgf3/5* DKO and *Suz12* KO iXist-Chr3 mESCs as indicated. The location of the Xist transgene is shown with a blue vertical line. IGV browser screenshot zoomed to 13Mb around the Xist transgene is shown below. **g**, Allelic silencing illustrated as repression score<sup>4</sup>, for WT and *Suz12* KO mESCs after 3 day of Xist RNA induction. **h**, Frequency of genes that are not silenced ( $p < 0.05$ ) in *Suz12* KO compared to WT mESCs after 3 days of Xist RNA induction. **i**, Boxplot illustrating allelic silencing in *Suz12* KO for genes classified in (H) as Not silenced and Silenced. **j**, Boxplot illustrating Not Silenced and Silenced genes in *Suz12* KO plotted against expression level in mESCs. p-value is calculated from two-sided Wilcoxon rank sum test. **k**, Boxplot illustrating gain of H2AK119ub at genes with pre-existing H3K27me3 (pre-H3K27me3) or active (pre-active) chromatin marks in WT and *Suz12* KO mESCs after 1 day of Xist RNA induction. p-value is calculated from two-sided Wilcoxon rank sum test. For all the boxplots (i-k) the lower and upper edge of the box represent the first and third quartile, respectively. The horizontal line inside the box indicates the median. Whiskers identify the farthest data points within 1.5x the interquartile range (IQR).

## Supplementary Figure 6

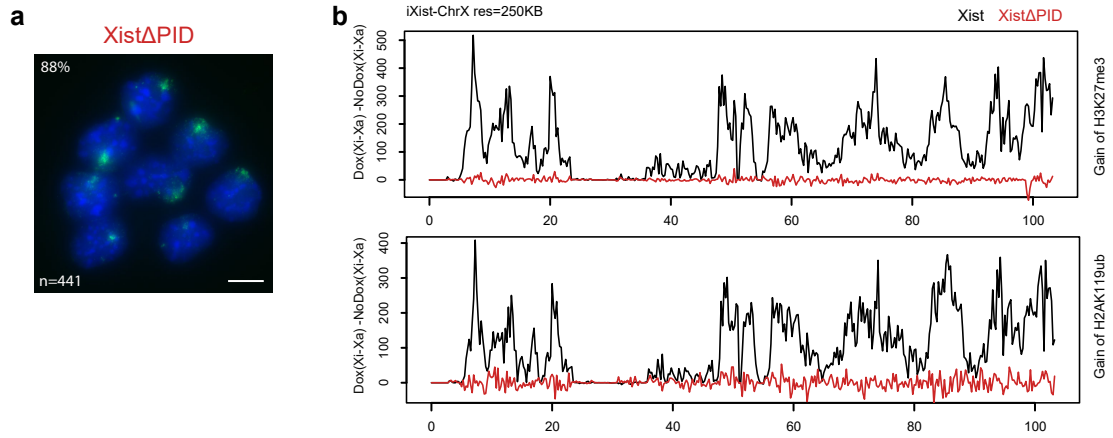

**Supplementary Fig. 6.** Supporting data for Figs. 5 and 6. **a**, Representative image of RNA FISH analysis showing Xist RNA domains (green) in iXist-ChrX Xist $\Delta$ PID mESCs. Percentage of cells with Xist domains and the number of cells scored is shown. DNA is counterstained with DAPI (blue). Scale bar is 10 $\mu$ m **b**, Gain of H3K27me3 (top) and H2AK119ub (bottom) in 500kb bins on Xist proximal ChrX determined by calibrated allelic ChIP-seq after 1 day of Xist RNA induction in iXist-ChrX and Xist $\Delta$ PID mESCs.

Supplementary Figure 7

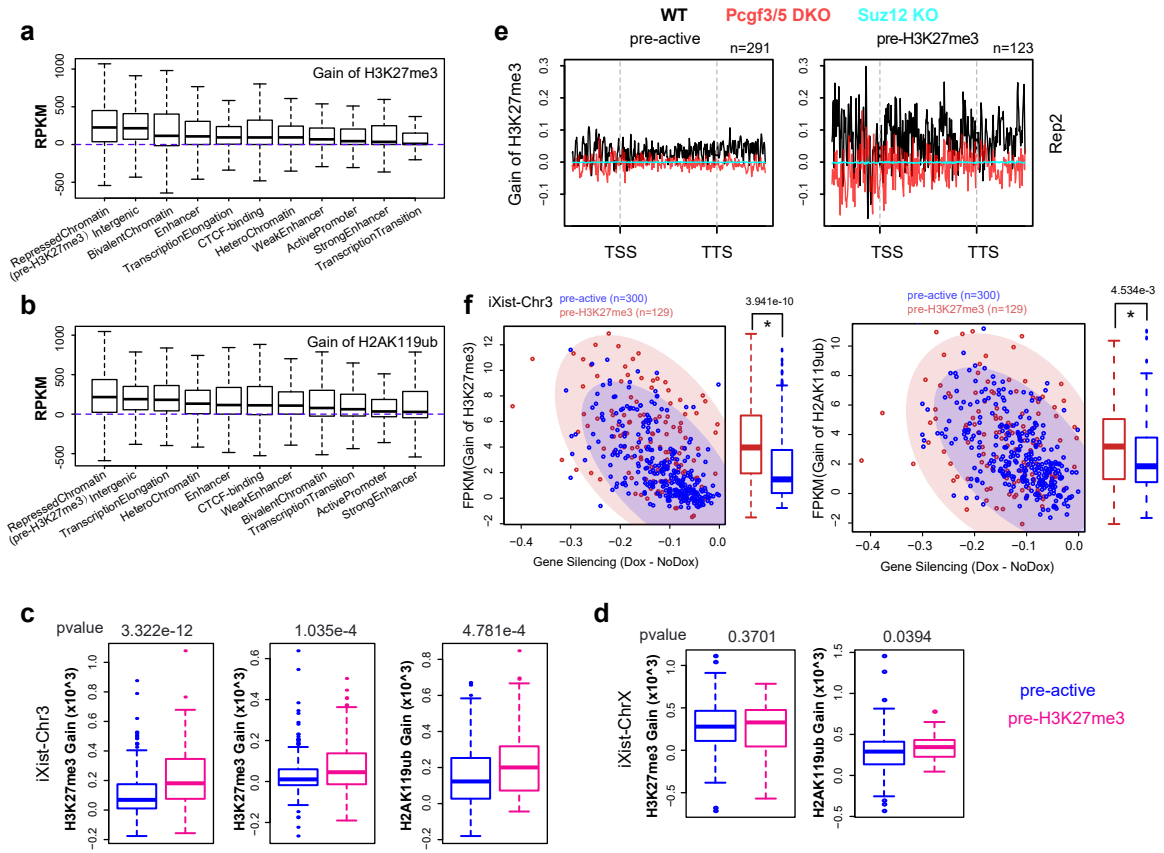

**Supplementary Fig. 7. Supporting data for Fig. 6.** **a, b**, ChromHMM analysis showing gain of H3K27me3 (**a**) and H2AK119ub (**b**) at different regions defined by epigenetic chromatin state in iXist-Chr3 mESCs after 1 day of Xist RNA induction. **c, d**, Statistical analysis of Polycomb mark (H3K27me3 and H2AK119ub) gain in iXist-Chr3 (**c**) and iXist-ChrX (**d**) respectively for genes with pre-active (blue) and pre-H3K27me3 (pink) signatures. The significance level was determined by one-side Wilcoxon rank-sum test in R. **e**, Metaprofile complementing Fig. 6g, h using a different biological replicate. **f**, Scatterplots and boxplots illustrating increased gain of H3K27me3 (left) and H2AK119ub (right) in gene promoters with pre-existing H3K27me3 (pre-H3K27me3) compared with active (pre-active) chromatin marks in iXist-Chr3 mESCs after 1 day of Xist RNA induction. For all the boxplots the lower and upper edge of the box represent the first and third quartile, respectively. The horizontal line inside the box indicates the median. Whiskers identify the farthest data points within 1.5× the interquartile range (IQR).

## Supplementary Figure 8

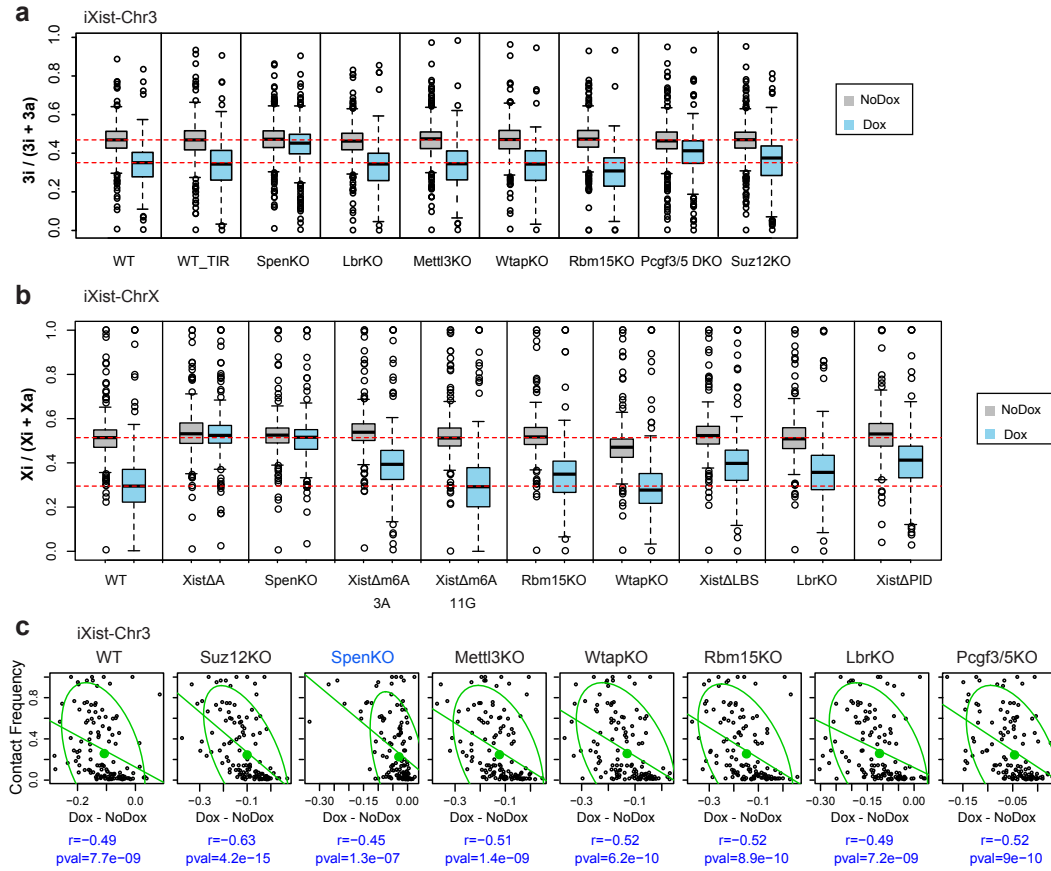

**Supplementary Fig. 8. Supporting data for Fig. 7.** **a**, Boxplots summarising allelic silencing after 1 day of Xist RNA induction in iXist-Chr3 and different mutant derivative mESCs. WT values represent an average of all determinations except for Pcgef3/5 DKO where the WT-TIR cell line is the appropriate control. **b**, As in (a) for iXist-ChrX. For all the boxplots the lower and upper edge of the box represent the first and third quartile, respectively. The horizontal line inside the box indicates the median. Whiskers identify the farthest data points within 1.5× the interquartile range (IQR). **c**, Correlation analysis for topological distance and silencing efficiency for WT and selected knockout mESCs in iXist-Chr3 model. 95% of the population is encircled. Spearman correlation and p-values are indicated below.

**Supplementary Table 1. Cell Lines used in this study and validation methods used to characterized each line**

|                                              |                                                    |
|----------------------------------------------|----------------------------------------------------|
| mESC: iXist-Chr3, XY                         | WB, RNA-FISH, RNAseq                               |
| mESC: iXist-Chr3 LBR KO, XY                  | gPCR, SS, SB, RNAseq                               |
| mESC: iXist-Chr3 METTL3 KO, XY               | gPCR, SS, WB, RNA-FISH, RNAseq                     |
| mESC: iXist-Chr3 PCGF3-AID PCGF5 KO, XY      | gPCR, SS, WB                                       |
| mESC: iXist-Chr3 RBM15 KO, XY                | SS, WB, RNAseq                                     |
| mESC: iXist-Chr3 SPEN KO, XY                 | gPCR, SS, SB, RNAseq                               |
| mESC: iXist-Chr3 WTAP KO, XY                 | gPCR, SS, WB, IF, RNA-FISH, RNAseq                 |
| mESC: iXist-ChrX, XX                         | gPCR, SS, SB, IF, RNA-FISH, mFISH, RNAseq, ChIPseq |
| mESC: iXist-ChrX LBR KO, XX                  | gPCR, SS, SB, RNAseq                               |
| mESC: iXist-ChrX RBM15 KO, XX                | gPCR, WB, RNAseq                                   |
| mESC: iXist-ChrX SPEN KO, XX                 | gPCR, SS, SB, RNAseq                               |
| mESC: iXist-ChrX WTAP KO B2.4, XX            | gPCR, SS, IF, RNA-FISH, RNAseq                     |
| mESC: iXist-ChrX WTAP KO B2.6, XX            | gPCR, SS, IF, RNA-FISH, RNAseq                     |
| mESC: iXist-ChrX Xist $\Delta$ A, XX         | gPCR, SS, RNAseq                                   |
| mESC: iXist-ChrX Xist $\Delta$ LBS KO, XX    | gPCR, SS, SB, RNAseq                               |
| mESC: iXist-ChrX Xist $\Delta$ m6A 3A, XX    | gPCR, RD, SS, RNA-FISH, RNAseq                     |
| mESC: iXist-ChrX Xist $\Delta$ m6A 11G.7, XX | gPCR, RD, SS, RNA-FISH, RNAseq                     |
| mESC: iXist-ChrX Xist $\Delta$ PID, XX       | gPCR, SS, RNAseq                                   |

**Supplementary Table 2. List of Oligonucleotides**

| Oligonucleotide                       | Source      | Used for                |
|---------------------------------------|-------------|-------------------------|
| LBR_gRNA1, ATGATGTTGAATTCGTATAC       | This study  | CRISPR KO               |
| LBR_gRNA2, GCCTACCTTATGAGCGGGTT       | This study  | CRISPR KO               |
| LBR_F, GTTAAATGTTAAGGAAAAGCAGG        | This study  | gPCR, sequencing        |
| LBR_R, TCACCCACTGAAAGCCAAGC           | This study  | gPCR, sequencing        |
| METTL3_gRNA, ACGCCGTTTCTGCCCTGCGATGG  | This study  | CRISPR KO               |
| METTL3_F, CAGCGTGCTTCCTTGACTTCTT      | This study  | gPCR, sequencing        |
| METTL3_R, TCCAAGATGATGCACATCCTACTCT   | This study  | gPCR, sequencing        |
| PCGF3_gRNA1, CCAGCACGCGTTTACAGAGGA    | This study  | CRISPR HR               |
| PCGF3_F, GAAAGGTTGAACGTGCACCT         | This study  | gPCR, sequencing        |
| PCGF3_R, GCGAGCTGTTTCTCAAGTG          | This study  | gPCR, sequencing        |
| PCGF5_gRNA1, GTCCTCTGCTTCAACTGCT      | This study  | CRISPR KO               |
| PCGF5_gRNA2, GATCAAGCCCACGACAGTGACGG  | This study  | CRISPR KO               |
| PCGF5_F, TGTTTACAGAGAGGAAGCGCC        | This study  | gPCR, sequencing        |
| PCGF5_R, TGGCCTTGGTACACATATAGC        | This study  | gPCR, sequencing        |
| RBM15_gRNA1, TCACCGCCACGGGAGCGCTT     | This study  | CRISPR KO               |
| RBM15_gRNA2, GCACGAGAATTTGACCGATT     | This study  | CRISPR KO               |
| RBM15_F, GGAGTCCAAGATGGCGGCGTG        | This study  | gPCR, sequencing        |
| RBM15_R, CACTAGTTCATAGTGGGTCAAGG      | This study  | gPCR, sequencing        |
| SPEN_gRNA3, GGGGTGTCTCCTGCGCATT       | Suppl.Ref.5 | CRISPR KO               |
| SPEN_gRNA5, CGGACAAGACATTACGATC       | Suppl.Ref.5 | CRISPR KO               |
| SPEN_F, CAGAAAGAGGCGAGGCGTAAAG        | This study  | gPCR, sequencing        |
| SPEN_R, GCGCTCCAGCCGAGCCTTCTC         | This study  | gPCR, sequencing        |
| TIGRE_gRNA, ACTGCCATAACACCTAACTT      | M.Houlard   | CRISPR HR               |
| TIGRE_rtTA_F, AAGGGGGAGGATTGGGAAGAC   | This study  | gPCR, sequencing        |
| TIGRE_R, GTGATCCACGGTGATCCACA         | M.Houlard   | gPCR, sequencing        |
| WTAP_gRNA, TACTCAGCAAACGATGTGACTGG    | This study  | CRISPR KO               |
| WTAP_F, GTAGTCCCTTGATGCAAAGTA         | This study  | gPCR, sequencing        |
| WTAP_R, AACAGTTTTGTTTTGAGGAG          | This study  | gPCR, sequencing        |
| Xist_TRE_gRNA1, TAACTGATCCGCGGCGCTGA  | This study  | CRISPR HR               |
| Xist_TRE_gRNA2, GCACGCCTTTAACTGATCCG  | This study  | CRISPR HR               |
| Xist ΔA_gRNA, GATCAGTTAAAGGCGTGCAA    | This study  | CRISPR HR               |
| Xist ΔA_F, TACCCGGGGATCCTCTAGTC       | This study  | gPCR, sequencing        |
| Xist ΔA_R, CGGTGTCCTAATTCTTGCGG       | This study  | gPCR, sequencing        |
| XistΔLBS_gRNA1, TTTAGCTAGCGCAGCGCAAT  | This study  | CRISPR HR               |
| XistΔLBS_gRNA2, AAGCATGCGCTCTCCCGACC  | This study  | CRISPR HR on 129 allele |
| XistΔLBS_F, ACGGCTATTCTCGAGCCAGTT     | This study  | gPCR, sequencing        |
| XistΔLBS_R, GGACTCCAAAGTAACAATTC      | This study  | gPCR, sequencing        |
| XistΔm6A_gRNA1, TTTTTTCGAAGTGCTGCCAGG | This study  | CRISPR HR on 129 allele |
| XistΔm6A_F, TTTTTTTTCACGGCCCAACGGGGCG | This study  | gPCR, sequencing        |
| XistΔm6A_R, ATACCGCACCAAGAACTTGAGCC   | This study  | gPCR, sequencing        |
| Xist ΔPID_gRNA, TTGAGGTTCTATACCAGTTC  | This study  | CRISPR HR               |
| Xist ΔPID_F, TCAAGCGGTTCTCTAAGCCT     | This study  | gPCR, sequencing        |
| Xist ΔPID_R, : GATGATACCCTCCCATGGCA   | This study  | gPCR, sequencing        |

**Supplementary Table 3. List of Antibodies used in the study**

| Antibody                                              | Company           | Cat. number     |
|-------------------------------------------------------|-------------------|-----------------|
| WTAP, Rabbit, WB, IF (1:1000)                         | Proteintech       | Cat#10200-1-AP  |
| METTL3, Rabbit, WB, IF (1:1000)                       | Abcam             | Cat#ab195352    |
| m6A, Rabbit, M6A –seq (1µg/30µg RNA)                  | Synaptic systems  | Cat#202003      |
| H2AK119ub, Rabbit, ChIP (4µl/5x10 <sup>6</sup> cells) | Cell Signaling    | Cat#8240S       |
| H3K27me3, Rabbit, ChIP (4µl/5x10 <sup>6</sup> cells)  | Diagenode         | Cat# C15410069  |
| H3K27me3, Mouse, IF (1:1000)                          | Active Motif      | Cat# 61017      |
| RBM15, Rabbit, WB (1:2000)                            | Proteintech       | Cat# 10587-1-AP |
| PCGF3+PCGF5, WB (1:1000)                              | Abcam             | Cat#ab201510    |
| TBP, Mouse, WB (1:3000)                               | Abcam             | Cat#ab51841     |
| Tubulin, Rabbit, WB (1:1000)                          | Cell Signaling    | Cat#2144        |
| Alexa 568 anti-mouse IgG, Goat, IF (1:500)            | Life Technologies | cat#A11031      |
| Alexa 488 anti-mouse IgG , IF (1:500)                 | Life Technologies | cat#A11029      |
| Alexa 568 anti-rabbit IgG, Goat, IF (1:500)           | Life Technologies | cat#A11034      |
| Alexa 488 anti-rabbit IgG, Goat, IF (1:500)           | Life Technologies | cat#A11008      |
| Anti-rabbit Ig, HPR, Donkey, WB (1:2000)              | Amersham          | cat#NA934V      |
| Anti-mouse IgG, HRP, Sheep, WB (1:2000)               | Amersham          | cat#NXA931      |

**Supplementary Table 4. Biological Replicate RNA Sequencing**

| Cell lines                 | ES/DIF,<br>treatment time | +Dox<br>Replicates | No Dox<br>Replicates | Sequencing |
|----------------------------|---------------------------|--------------------|----------------------|------------|
| iXist-Chr3                 | ES, 1 day                 | 3                  | 4                    | ChrRNA     |
| iXist-Chr3_Pcgf5KO_TIR     | ES, 1 day                 | 2                  | 1                    | ChrRNA     |
| iXist-Chr3_Pcgf5KO_TIR_B7  | ES, 1 day                 | 2                  | 1                    | ChrRNA     |
| iXist-Chr3_Pcgf5KO_TIR_C10 | ES, 1 day                 | 2                  | 1                    | ChrRNA     |
| iXist-Chr3_Suz12KO         | ES, 1 day                 | 2                  | 1                    | ChrRNA     |
| iXist-Chr3_SpenKO#2E5      | ES, 1 day                 | 1                  | 1                    | ChrRNA     |
| iXist-Chr3_SpenKO#2G9      | ES, 1 day                 | 1                  | 1                    | ChrRNA     |
| iXist-Chr3_SpenKO#3E5      | ES, 1 day                 | 1                  | 1                    | ChrRNA     |
| iXist-Chr3_SpenKO#3H6      | ES, 1 day                 | 1                  | 1                    | ChrRNA     |
| iXist-Chr3_LbrKO#4C7A      | ES, 1 day                 | 1                  | 1                    | ChrRNA     |
| iXist-Chr3_LbrKO#4C8E      | ES, 1 day                 | 1                  | 1                    | ChrRNA     |
| iXist-Chr3_LbrKO#4F9F      | ES, 1 day                 | 1                  | 1                    | ChrRNA     |
| iXist-Chr3_Mettl3KO        | ES, 1 day                 | 2                  | 1                    | ChrRNA     |
| iXist-Chr3_WtapKO          | ES, 1 day                 | 2                  | 1                    | ChrRNA     |
| iXist-Chr3_Rbm15KO         | ES, 1 day                 | 2                  | 1                    | ChrRNA     |
| iXist-Chr3                 | DIF, 3 days               | 3                  | 3                    | ChrRNA     |
| iXist-Chr3_Suz12KO         | DIF, 3 days               | 3                  | 3                    | ChrRNA     |
| iXist-Chr3_LbrKO#4C7A      | DIF, 3 days               | 1                  | 1                    | ChrRNA     |
| iXist-Chr3_LbrKO#4C8E      | DIF, 3 days               | 1                  | 1                    | ChrRNA     |
| iXist-Chr3_LbrKO#4F9F      | DIF, 3 days               | 1                  | 1                    | ChrRNA     |
| iXist-ChrX                 | ES, 1 day                 | 6                  | 5                    | ChrRNA     |
| iXist-ChrX_XistΔA          | ES, 1 day                 | 2                  | 1                    | ChrRNA     |
| iXist-ChrX_XistΔPID        | ES, 1 day                 | 2                  | 1                    | ChrRNA     |
| iXist-ChrX_XistΔLBS#1G1    | ES, 1 day                 | 1                  | 1                    | ChrRNA     |
| iXist-ChrX_XistΔLBS#1C7    | ES, 1 day                 | 1                  | 1                    | ChrRNA     |
| iXist-ChrX_LbrKO#LE11      | ES, 1 day                 | 1                  | 1                    | ChrRNA     |
| iXist-ChrX_LbrKO#LH4       | ES, 1 day                 | 1                  | 1                    | ChrRNA     |
| iXist-ChrX_Rbm15KO#E10     | ES, 1 day                 | 3                  | 3                    | ChrRNA     |
| iXist-ChrX_Rbm15KO#A8      | ES, 1 day                 | 4                  | 3                    | ChrRNA     |
| iXist-ChX_SpenKO#C3        | ES, 1 day                 | 1                  | 1                    | ChrRNA     |
| iXist-ChX_SpenKO#C4        | ES, 1 day                 | 1                  | 1                    | ChrRNA     |
| iXist-ChX_SpenKO#D4        | ES, 1 day                 | 1                  | 1                    | ChrRNA     |
| iXist-ChrX_Δm6A/3A         | ES, 1 day                 | 2                  | 2                    | ChrRNA     |
| iXist-ChrX_Δm6A/11G        | ES, 1 day                 | 2                  | 2                    | ChrRNA     |
| iXist-ChrX_WtapKO#4        | ES, 1 day                 | 2                  | 1                    | ChrRNA     |
| iXist-ChrX_WtapKO#6        | ES, 1 day                 | 2                  | 1                    | ChrRNA     |
| iXist-ChrX                 | ES, 6 days                | 1                  | 1                    | ChrRNA     |
| iXist-ChrX_XistΔA          | ES, 6 days                | 1                  | 1                    | ChrRNA     |
| iXist-ChrX_XistΔPID        | ES, 6 days                | 1                  | 1                    | ChrRNA     |
| iXist-ChrX                 | DIF, 6 days               | 3                  | 3                    | ChrRNA     |
| iXist-ChrX_XistΔA          | DIF, 6 days               | 3                  | 3                    | ChrRNA     |
| iXist-ChrX_XistΔPID        | DIF, 6 days               | 3                  | 3                    | ChrRNA     |

## Supplementary References

1. Gdula, M. R. *et al.* The non-canonical SMC protein SmcHD1 antagonises TAD formation and compartmentalisation on the inactive X chromosome. *Nature communications* **10**, 30, doi:10.1038/s41467-018-07907-2 (2019).
2. Ke, S *et al.* A majority of m6A residues are in the last exons, allowing the potential for 3' UTR regulation. *Genes Dev.* **29**, 2037-53, doi: 10.1101/gad.269415.115 (2015).
3. Linder, B. *et al.* Single-nucleotide-resolution mapping of m6A and m6Am throughout the transcriptome. *Nature methods* **12**, 767-772, doi:10.1038/nmeth.3453 (2015).
4. Pintacuda, G. *et al.* hnRNPK Recruits PCGF3/5-PRC1 to the Xist RNA B-Repeat to Establish Polycomb-Mediated Chromosomal Silencing. *Molecular Cell* **68**, 955-969 e910, doi:10.1016/j.molcel.2017.11.013 (2017).
5. Monfort, A. *et al.* Identification of Spen as a Crucial Factor for Xist Function through Forward Genetic Screening in Haploid Embryonic Stem Cells. *Cell reports* **12**, 554-561, doi:10.1016/j.celrep.2015.06.067 (2015).

How the deposited data were processed for this re-analysis (not part of the article)

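The deposited data are allelic ratios from ChrRNA-seq of mouse embryonic stem cell lines in which Xist RNA is induced with doxycycline. The series lists 148 samples, of which 48 libraries in 4 tables were analysed here and 2 could not be assigned to a condition because the labels of each disagree on whether doxycycline was given. The 48 libraries are iXist-Chr3 WT and *Suz12* null cells at 3 days (3 NoDox and 3 Dox libraries each), iXist-Chr3 *Lbr* null clones at 3 days (3 NoDox and 3 Dox) with a WT pair, iXist-ChrX WT, XistΔA and XistΔPID cells at 6 days in differentiating conditions (3 NoDox and 3 Dox each) with an undifferentiated pair of each line, and the reciprocal line C7H8 at 1 day (2 NoDox and 2 Dox). The remaining libraries, among them those of the other lines at 1 day, and the ChIP-seq, m6A-seq and HiChIP data were not analysed here. The condition and the replicate number of each library were taken from the sample labels and checked against Supplementary Table 4. The growth protocol in the labels gives 24 hours of doxycycline for every sample, also those titled 3 or 6 days. The days of the titles, the paper and Supplementary Table 4 were used.

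The authors removed rRNA reads with bowtie2, aligned the rest to an N-masked mm10 genome with STAR (unique alignments, end to end), split the reads by allele with SNPsplit and counted them per gene and strand with featureCounts. For each gene with at least 10 SNP-covering reads they deposited a fraction between 0 and 1, the allelic ratio Xi/(Xi + Xa), where Xi is the allele that carries the inducible *Xist*. Strand-specific counting separates *Xist* from the antisense gene *Tsix*, but genes that overlap on the same strand can share reads. The deposited p-value per gene of the *Suz12* table is the authors' own, from Student's test according to the Methods. The deposited RPKM per gene is the authors' measure of expression. The paper's text describes expression as FPKM from Cuffnorm, and the table does not name the library of its RPKM. No read counts accompany the ratios, so the depth per gene and library is unknown, intervals that need it are not given, and a filter at a higher read minimum and a count model could not be applied. Precision was instead taken from the spread between replicate libraries. A ratio needs no scaling between libraries, but reference bias, cells that do not express Xist RNA and genes with few reads all move it.

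The authors' means of the *Suz12* table equalled the replicate means of its libraries, and the 2 difference columns of the *Lbr* table equalled Dox minus NoDox. No missing values and 0 identical library pairs were found. Gene symbols were compared with the RefSeq annotation of GRCm38.p6, the assembly that mm10 names. Of the 538 genes of the *Suz12* table, 509 symbols matched, and of the 517, 258 and 464 genes of the *Lbr*, 6-day and C7H8 tables 487, 247 and 435 matched. The deposited starts were 1 base below the RefSeq start in 246 of the 509 genes of the *Suz12* table and equal to it in 22, so they were read as counting from 0, and positions are given counting from 1.

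Silencing z of a gene is the mean Dox ratio minus the mean NoDox ratio, as in the paper, with the paper's limits of -0.05 and -0.2 for weak or no, low and high silencing. The median over genes was taken per library, each Dox library relative to the mean NoDox ratio of its line, and groups were compared by exact two-sided permutation tests of the library medians. With 3 libraries against 3 an exact permutation test cannot go below p = 0.10, and with 2 against 2 not below 0.33. Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on the ratio, one coefficient per line, culture and induction group, all groups of a table fitted together, Benjamini-Hochberg adjusted p under 0.05), for Dox against NoDox and for the difference in silencing between lines. For the *Suz12* experiment an unadjusted p under 0.05 from Student's statistic on each Dox library minus the mean NoDox ratio was applied separately and is reported as a count. It is not the form of the test behind the authors' deposited p-values. Distance was measured from the gene's midpoint to the transgene or to *Xist*, and its Spearman correlation with z was taken per Dox library, without a p-value across genes. Expression groups are 3 equal groups by the deposited RPKM. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes are named by a rule set before the data were examined, namely the 3 genes with the largest difference between lines in each direction among those with an adjusted p under 0.05 and without overlap between replicates, and each gene on chromosome 3 or X that the main text or Supplementary Fig. 2 names (*Xist*, *Fam3a*, *Tmem28*, *Heph*, *Mettl14* and *Rbm15*). Genes outside it are said to be named after their values were seen. The values of a further gene are not reported here.

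The limma step was tested on simulated ratios with the spread of the 538 real genes, 200 of them changed. For Dox against NoDox it recovered 69.5% of genes changed by 0.1 and 97.5% of genes changed by 0.2, with 6.08% and 3.47% false calls. For a difference between lines it recovered 43% and 88.5%, with 2.27% and 2.75% false calls. A difference of 0.1 between lines in a single gene is therefore often missed with 3 libraries.

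Whether replicate numbers pair the libraries was checked by the correlation of deviations from the group means. The *Lbr* null libraries are paired by clone, since NoDox and Dox come from the same cell line. By the correlations, the numbers pair the NoDox and Dox libraries of XistΔPID (0.112 to 0.359), the NoDox libraries of WT and XistΔA (0.136 to 0.334) and the Dox libraries of XistΔA and XistΔPID (0.127 to 0.319). In the other comparisons at least 1 same-numbered pair fell short of a correlation of 0.1, and pairing stays open there. The check can miss real pairs, because the *Lbr* null libraries, paired by clone, gave only -0.113 to 0.0283. The alternatives tried were limma on the logit of the ratio, only the groups compared in the fit, an unmoderated statistic, the replicate number as a block, genes with a NoDox ratio between 0.2 and 0.8, means in place of medians, the relative change of the ratio, a limit of -0.1 for weak silencing, genes more than 10 Mb from *Xist*, a one-sided version of Student's statistic, another WT group for *Lbr* and leaving out each replicate.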

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

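The tests of chance splits, of Xist RNA levels and of NoDox ratios in this part were chosen only after the results were seen.

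The XistΔA line stood apart from WT at 6 days, with 248 of 258 genes silenced less at an adjusted p under 0.05 by limma's test of the difference between lines. Among the 10 ways to divide the 6 combinations of line and replicate number into 2 groups of 3, only the real 1 gave as many genes, and the others gave at most 0. With 10 splits this share cannot fall under 0.05. A difference between the lines before induction would have to appear in the NoDox libraries, but their median ratios differed by 0.00651 against a difference in silencing of 0.404, which argues against it. The level of Xist RNA stays open. In the paper's Source Data the XistΔA Dox libraries had 0.0602 of the Xist RNA of WT, and every XistΔA library (371 to 934 RPM) was below every WT library (7270 to 15411 RPM). A loss of silencing through less Xist RNA and a loss through the missing A-repeat cannot be told apart in these libraries, because the level was low in every XistΔA library. Depth could not be weighed, since the ratios come without read numbers. Without replicate 1, whose label is of another form than those of replicates 2 and 3, 247 genes differed.

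The XistΔPID line also differed from WT at 6 days, with 182 of 258 genes silenced less at an adjusted p under 0.05. Here too 1 of the 10 splits gave as many genes, the real one, and the others gave at most 0. A lower Xist RNA level of the whole library is argued against. The level in the paper's Source Data was 1.52 times that of WT and higher at each of the 3 replicate numbers. A smaller share of cells with Xist RNA stays open, because a level per library cannot show it. The NoDox medians differed by -0.00104, far less than the 0.150 difference in silencing. The loss of the B/C-repeat is the difference that the design names, and it remains a possible explanation, with other differences between the cell lines untested. The number was 177 without replicate 1, 161 without replicate 2 and 137 without replicate 3, and it was 224 on the logit of the ratio.

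In *Suz12* null cells only 2 genes, *Gpr89* and *Nup210l*, differed from WT at an adjusted p under 0.05, although 66 were silenced less at an unadjusted p under 0.05. The real split was 1 of the 10 with as many genes, and the others gave 0. The count fell to 0 without replicate 1 and without replicate 2. A lower Xist RNA level of the whole library is argued against, since the level in the paper's Source Data was 1.38 times that of WT. Such a level cannot show the share of cells with Xist RNA, so a smaller share in *Suz12* null cells stays open. The NoDox ratios do not account for the weaker silencing, as their medians differed by -6.2e-05. The NoDox ratio of *Gpr89* in WT was 0.812, so this gene started far from balance. The loss of PRC2 is the difference that the design names, and other differences between the lines were not tested.

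Silencing also appeared in libraries that the paper's results do not describe, the single NoDox and Dox pairs of iXist-ChrX cells kept undifferentiated for 6 days. Median silencing was -0.407 in WT and -0.235 in XistΔPID, close to -0.408 and -0.259 in differentiating cells. With 1 library per condition there is no replicate check. An imbalance of the alleles in the NoDox libraries is argued against by their medians, which differed by 0.000681 between undifferentiated and differentiating WT cells. A mislabelled culture condition could produce the same values and was not tested, because no marker of differentiation is in a table of X-linked allelic ratios; the median of the undifferentiated XistΔA pair, -0.00957, at least follows its line (-0.0173 as the mean over genes).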

How the results depend on the processing

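The choices described here were set before the data were examined, except the unmoderated statistic for differences between lines, the block with unequal variances, and leaving out replicates for the degree of silencing, for distance, for the reciprocal lines and for the unadjusted count, which were chosen after seeing the data. A count model and a minimum of 50 SNP-covering reads were not run, because read numbers are needed for both.

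For 83 results, 491 alternative values were calculated. Of the alternatives to main values, 312 counted as unchanged, 27 moved, 8 became weaker, 7 stronger and 1 reversed. Unchanged means the same direction and side of 0.05 for a result with a test, a move below 1 SD between replicates for a value without one, and up to 1.5 times for a count. The permutation tests of medians cannot pass 0.05 here, so for these unchanged means the same direction only, and some moved by more than 1 SD. The mean over genes gave -0.181 for WT iXist-Chr3, -0.147 for *Suz12* null, -0.213 for *Lbr* null, -0.0130 for differentiating XistΔA and -0.171 for C7H8. Of those to single genes, 126 stayed, 5 became weaker, 2 stronger and 3 reversed. Where no reason is given, the cause was not tested.

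The medians of the single pairs had no replicate spread and moved on another scale. As a relative change of the ratio they were -0.459 in the WT pair of the *Lbr* experiment, -0.827 in undifferentiated WT, -0.0183 in undifferentiated XistΔA and -0.476 in undifferentiated XistΔPID, which follows from dividing by NoDox ratios near 0.5. As the mean over genes, undifferentiated XistΔA had -0.0173. The C7H8 median was from -0.172 to -0.163 with either replicate left out.

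Moving the limit of weak silencing to -0.1 enlarges that group by construction. Weak or no silencing then covered 158 genes in WT iXist-Chr3, 226 in *Suz12* null, 86 in *Lbr* null, 18 in XistΔPID and 98 in C7H8. Low silencing fell to 167 genes in WT iXist-Chr3, 152 in *Suz12* null and 13 in XistΔA.

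The few calls in XistΔA cells depended on the choices made. With the replicate block 5 genes were silenced, among them *Aff2*, *Heph*, *Fgf13* and *Tmem28*, and leaving out a replicate gave from 0 (without replicate 3) to 6 (without replicate 1). On the logit of the ratio 1 gene was raised, *Xist*, and the number raised was 0 to 1 with a replicate left out (*L1cam* without replicate 2). High silencing was reached by 0 to 2 genes with a replicate left out. In *Suz12* null cells the number raised was 0 to 1 (*Rit1* without replicate 1). These genes were named after their values were seen.

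The number of genes silenced less in *Suz12* null cells than in WT was 1 (*Nup210l*) among genes with a NoDox ratio between 0.2 and 0.8, a filter that removes *Gpr89*, 7 with the unmoderated statistic, and 0 to 1 with a replicate left out. The count at an unadjusted p under 0.05 was 82 with the replicate block, 159 one-sided, 63 with the block and unequal variances, and 50 to 127 with a replicate left out, lowest without replicate 1. The median difference from WT stayed between 0.0323 and 0.0387 with a replicate left out.

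The difference between *Lbr* null and WT reversed, from -0.0333 against the WT libraries of the *Suz12* experiment to 0.00486 against the WT pair of its own experiment.

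Over genes more than 10 Mb from *Xist* the correlation of z with distance was 0.355 in WT iXist-Chr3, 0.351 in *Suz12* null, 0.390 in *Lbr* null, 0.280 in WT iXist-ChrX, 0.121 in XistΔPID and 0.208 in C7H8, all still positive. With a replicate left out it was 0.408 to 0.438 in WT iXist-Chr3, 0.0747 to 0.149 in XistΔA and 0.208 to 0.233 in C7H8. The correlation between C7H8 and WT iXist-ChrX was 0.316 to 0.439, lowest without replicate 1 of C7H8.

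Single genes reversed in 3 cases, none of them past a threshold on the ratio. *Mettl14* in *Suz12* null cells was from -0.00682 to 0.0421 with a replicate left out. *Heph* in XistΔPID was from -0.0528 to 0.0392 with a replicate left out, and 1.24 on the logit of the ratio, a scale that stretches ratios near 0.

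By the correlation of deviations, replicate numbers pair only some of the groups, and the check can miss real pairs. Elsewhere at least 1 same-numbered pair fell short of a correlation of 0.1 in its deviations by gene. These were from -0.0661 to 0.0684 between the Dox libraries of WT and *Suz12* null cells, from -0.104 to 0.0669 between NoDox and Dox of WT iXist-Chr3, and -0.00900 in C7H8, but uneven on chromosome X, from 0.0242 to 0.422 between the NoDox and from -0.168 to 0.348 between the Dox libraries of WT and XistΔPID, and from -0.0279 to 0.408 between NoDox and Dox of XistΔA. The library medians of WT and *Suz12* null cells ranked alike by number, with weaker silencing in *Suz12* null at each number. With the replicate block the difference between *Suz12* null and WT was 0.0375 (exact sign-flip permutation test, p = 0.25, the smallest that 3 pairs allow). The block gave 468 silenced genes in WT iXist-Chr3, 394 in *Suz12* null, 465 in *Lbr* null, 252 in WT iXist-ChrX, 243 in XistΔPID and 336 in C7H8, and 2, 249 and 194 genes silenced less than in WT in *Suz12* null, XistΔA and XistΔPID. It gave 1 gene silenced more in XistΔPID than in WT (*Cul4b*), and changed no call among the single genes tested for a difference between lines. For the *Lbr* null clones and XistΔPID, whose NoDox and Dox libraries pair, the real split was the only 1 of the 4 splits parting all pairs with as many silenced genes.

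Depth is unknown, so its effect on single genes could not be weighed. In simulated data 43% of genes that differed by 0.1 between lines were recovered, so counts of genes that differ between lines can miss small differences.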

Differences from the paper's values

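No test in this part was chosen after its result was seen, apart from the setting named as such. The paper reports 63 of 538 genes affected by the loss of *Suz12* at 3 days, while 117 were past an unadjusted p of 0.05 here with Student's statistic on each Dox library minus the mean NoDox ratio. Of the alternatives set before the data were examined, taking each Dox library minus the NoDox library of the same replicate number gave 82 genes, within 1.5 times of the paper's value, and a one-sided version gave 159, which was not. The same subtraction with unequal variances, chosen after seeing the values, gave 63 genes and p-values that differed from those of the authors' deposited table by at most 4.17e-14.

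The paper states that silencing at 3 days is not affected in *Lbr* null cells. Against the WT pair of the same experiment, apparently the WT of Supplementary Fig. 4e, f, the clones differed by 0.00486. Against the WT libraries of the *Suz12* experiment they were silenced more, by a difference of -0.0333.

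The paper's Supplementary Fig. 2k names *Fam3a* among the genes silenced in XistΔA cells. Its z here was -0.108, which passes the limit of -0.05, but limma's test did not call it after adjustment over genes (adjusted p = 0.441). In the undifferentiated XistΔA pair its ratio was 0.433 without and 0.474 with Dox.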

Other observations

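The tests of scatter in both directions, of the gene lists and the WT pair between experiments, of Xist RNA levels by replicate and of chance splits were chosen only after the results were seen, while those of the undifferentiated XistΔA pair, of the simulated spread, of the library type and of expression 30 to 40 Mb from the transgene were fixed before theirs.

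Silencing on chromosome 3 was locally weaker at a certain distance from the Xist transgene. The 124 genes 30 to 40 Mb away, 114 of them on the side of lower coordinates and the first starting at 85869846, were silenced less in WT than the 110 genes of the bins on either side, by 0.0933 on average and by 0.0880 to 0.104 in the 3 Dox libraries. The same gap was 0.104 in *Suz12* null cells, 0.0916 in *Lbr* null clones and 0.0943 in the WT pair of that experiment. Highly expressed genes, which are silenced less, made up 41.1% of the genes there and 30.9% beside them. Expression is not the whole cause, since the gap was 0.0521, 0.0722 and 0.0955 within the lowest, middle and highest expression groups, 0.0733 on average, and was positive in every library in each group. It remains a hypothesis that a feature of this region, such as fewer contacts with the transgene, weakens silencing there. Contacts and chromatin features were not analysed here, and depth could not be weighed.

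Silencing in WT cells fell with expression at the later timepoints. The median z at 3 days on chromosome 3 was -0.217, -0.161 and -0.119 in the lowest, middle and highest expression groups, and at 6 days on chromosome X it was -0.439, -0.400 and -0.379. The paper shows this relation at 1 day.

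The weakly expressed genes with some silencing in XistΔA cells may reflect noise in ratios with few reads, and this was tested in the undifferentiated XistΔA pair, which played no part in choosing them. The 28 genes had a median z of -0.0672 there and 17 were below -0.05. Of 10000 random lists matched on expression, 0.01% had a median as low, and the middle of their range was -0.0162 (-0.0362 to 0.00123 for the central 95%). In the differentiating libraries 84.6% of the genes in the lowest expression group that lay beyond 0.05 in either direction lay on the side of silencing. Both results argue against noise as the whole cause. Residual silencing of these genes without the A-repeat is consistent with the values and is a hypothesis found in the same line, and reads misassigned between alleles were not tested.

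The high expression of genes past an unadjusted p of 0.05 in *Suz12* null cells may follow from precision, that is, from a smaller spread between libraries of highly expressed genes. The median standard deviations were 0.0539, 0.0364 and 0.0269 in the lowest, middle and highest expression groups. When the same difference of 0.0343 was given to every gene in 1000 simulations with each gene's own spread, a median of 50.0% of the genes past 0.05 fell in the highest group (44.2% to 56.4% for the central 95%), against 44.4% observed. A preference of PRC2 for highly expressed genes is thus not needed for this share, though neither is it excluded, as the ratio of each gene's z in *Suz12* null cells to its z in WT had its lowest median in the highest group. The simulation left out the error of the NoDox libraries, as the statistic does, and took each gene's spread from the libraries that were tested. It was run for the statistic that gave 117 genes. For the 63 genes of the authors' deposited p-values, 33 of them in the highest group, it was not run. The H2AK119ub data that the paper sets beside this relation were not analysed here.

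WT iXist-Chr3 cells at 3 days were silenced to different degrees in the 2 experiments. Over the 498 genes that both list, the WT pair of the *Lbr* experiment lay -0.0382 from the WT mean of the *Suz12* experiment, so the gene lists are not the cause. The label of that pair as mRNA may point to another library type. The scatter of its NoDox ratios around the clones was 0.932 of that among the clones, but with a single pair this does not settle it, and the library type and a change of culture or batch cannot be told apart. The pair, at -0.1998, lay with the *Lbr* null clones, which is consistent with a difference between the experiments as the source of the stronger silencing in the clones than in the other WT libraries. An effect of *Lbr* loss of the size of the spread between WT libraries is not excluded.

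Replicates of the same number differed in silencing across lines. In the *Suz12* experiment replicate 3 was silenced least in WT (-0.141) and in *Suz12* null cells (-0.0974), but the WT Xist RNA level of the paper's Source Data was 1.06 times the mean of the other replicates there, which argues against a lower Xist level. On chromosome X, replicate 1 was silenced least in each of the 3 lines, at -0.398 in WT, -0.00169 in XistΔA and -0.231 in XistΔPID, and its Xist level was 0.517, 0.421 and 0.696 of the mean of the other replicates, 0.545 on average. A lower level of Xist RNA in replicate 1 is a possible explanation, which these 3 lines cannot separate from a batch that the labels of replicate 1 hint at.

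Each count of silenced genes was compared with the 10 splits of its 6 libraries into groups of 3. The real split was 1 of 10 with as many genes for WT iXist-Chr3, *Suz12* null, *Lbr* null, WT iXist-ChrX, XistΔA and XistΔPID, and 10 splits cannot give a share under 0.05. The other splits gave at most 0 genes, except in XistΔA, where they gave at most 1 against 3.

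Some genes on chromosome X, named after their values were seen, behaved apart from the rest, and no biological explanation was tested for them. *Slc25a5* (X, 36795652 to 36798806) had ratios from 0.126 to 0.953 across the 24 libraries and a z of 0.117 in WT. *Tsix* (X, 103431517 to 103484957), which overlaps *Xist* on the other strand, had WT Dox ratios of 0.0987, 0.353 and 0.826 in replicates 1, 2 and 3, against 0.538, 0.491 and 0.504 in NoDox. In XistΔPID its Dox ratios were 0.209, 0.690 and 0.208, and in XistΔA 0.404, 0.420 and 0.496. The WT spread of *Tsix* with Dox was thus larger than any difference between the lines.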
